# Developmental Changes in the *in Vitro* Activated Regenerative Activity of Primitive Mammary Epithelial Cells

**DOI:** 10.1371/journal.pbio.1001630

**Published:** 2013-08-13

**Authors:** Maisam Makarem, Nagarajan Kannan, Long V. Nguyen, David J. H. F. Knapp, Sneha Balani, Michael D. Prater, John Stingl, Afshin Raouf, Oksana Nemirovsky, Peter Eirew, Connie J. Eaves

## Abstract

Many normal adult tissues contain rare stem cells with extensive self-maintaining regenerative potential. During development, the stem cells of the hematopoietic and neural systems undergo intrinsically specified changes in their self-renewal potential. In the mouse, mammary stem cells with transplantable regenerative activity are first detectable a few days before birth. They share some phenotypic properties with their adult counterparts but are enriched in a subpopulation that displays a distinct gene expression profile. Here we show that fetal mammary epithelial cells have a greater direct and inducible growth potential than their adult counterparts. The latter feature is revealed in a novel culture system that enables large numbers of *in vitro* clonogenic progenitors as well as mammary stem cells with serially transplantable activity to be produced within 7 days from single fetal or adult input cells. We further show that these responses are highly dependent on novel factors produced by fibroblasts. These findings provide new avenues for elucidating mechanisms that regulate normal mammary epithelial stem cell properties at the single-cell level, how these change during development, and how their perturbation may contribute to transformation.

## Abstract 2

Mouse fetal mammary cells display greater regenerative activity than do adult mammary cells when stimulated to proliferate in a new system that supports the production of transplantable mammary stem cells *ex vivo*.

## Author Summary

Many adult tissues are maintained by a rare subset of undifferentiated stem cells that can self-renew and give rise to specialized daughter cells that have a more limited regenerative ability. The recent identification of cells in the fetal and adult mammary gland that display the properties of stem cells provides a foundation for investigating their self-renewal and differentiation control. We now show that these stem cell properties can be elicited from single mouse mammary cells placed in 3D cultures if novel factors produced by fibroblasts are present. Moreover, a comparison of the clonal outputs of fetal and adult mammary cells in this *in vitro* system shows that the fetal mammary cells have superior regenerative activity relative to their adult counterparts. The ability to activate and quantify the regenerative capacity of single mouse mammary epithelial cells *in vitro* sets the stage for further investigations of the timing and mechanisms that alter their stem cell properties during development, the potential relevance of these events to other normal epithelial tissues, and how these processes might be involved in the genesis of breast cancer.

## Introduction

The regenerative properties of individual cells within the mammary gland were first indicated by the retrovirally marked clonal outgrowths shown to develop from mouse mammary tissue fragments transplanted into the cleared mammary fat pad [1],[2]. More recently, we and others have demonstrated that individual cells isolated from the adult mammary gland are capable of regenerating a complete new gland when transplanted in the same type of assay and most of these are confined to a distinct subset of cells with basal (CD24^+^/EpCAM^+^CD49f^+^) features [3]–[5]. The regenerated mammary glands thus produced contain the same spectrum of cell types that are present in the adult mammary gland. These include progenitor cells (referred to as colony-forming cells, or CFCs) with a luminal (CD24^++^/EpCAM^++^CD49f^low/−^) phenotype and other cells with either a luminal or basal phenotype that are considered to be differentiated because they lack proliferative ability. In addition, the structures produced *in vivo* contain cells with the same transplantable regenerative activity as the original parental input cell. The latter are thus referred to operationally as mammary repopulating units, or MRUs, based on the method used to detect them. MRUs can be quantified by limiting dilution analysis (LDA) of their ability to regenerate large branched glandular structures when transplanted into the cleared fat pad of prepubertal mice [3],[4]. This MRU assay has now been widely used to investigate mechanisms that regulate normal adult mammary stem cell differentiation and growth control [6], as well as the effects of various mutations that contribute to the genesis of breast cancer [7].

Previous studies of the development of the mouse mammary gland have shown that the first elements appear on embryonic day 11 (E11) as placodes of specified ectoderm. The cells in these placodes then expand in number and invaginate into the underlying mesenchyme to develop primordial branched structures that, just before birth, are found to contain cells detectable as individually transplantable MRUs [8],[9]. Interestingly, these MRUs, like their adult counterparts, belong to a subset of cells that are CD49f^+^ but also have phenotypic and transcriptional differences [8]. However, whether fetal and adult MRUs have different growth and self-renewal properties, as described for stem cell populations in some other tissues [10],[11], is not known. The higher self-renewal activity characteristic of these fetal tissues has been attributed to intrinsic molecular mechanisms operating within the stem cells, themselves, albeit in response to environmental cues, and include transcriptional regulators such as *Sox17* [12] and Lin28 [13],[14] in hematopoietic stem cells, and *Hmga2* in neural [15] and hematopoietic stem cells [14].

The investigation of such differences requires the availability of a robust system in which the maximum self-renewal/regenerative activity of the stem cells of interest can be elicited and quantified. Such a system has not yet been developed and validated for mammary epithelial stem cells, although a variety of candidate elements have been reported. One of these is Matrigel, a laminin-rich tumor extract that has been widely used to support mammary epithelial cell growth *in vitro* [3],[8],[16]–[18]. Interestingly, adult basal mammary cells have been found to display increased clonogenicity in Matrigel in the presence of Wnt3a and also retain some MRU activity when serially passaged under these conditions [18]. There is also evidence that the number of MRUs detected in transplants of both basal cells and luminal cells of mouse origin is enhanced when Matrigel is injected together with the cells [5],[19]. Some latent activity or enhanced detection of MRUs in basal and even luminal mammary cells has also been revealed in cells exposed to a Rho-associated kinase inhibitor (ROCKi) [20]. We now report the superior ability of fetal mammary epithelial cells to produce MRUs and CFCs as compared to their adult counterparts when they are activated in a Matrigel-based clonal culture system that requires distinct, but as yet unidentified factors produced by fibroblasts.

## Results

### The Phenotype But Not the Ratio of MRUs to CFCs in the Mammary Epithelium Changes Between E18.5 and Adulthood

In a first series of experiments, we determined the number and phenotype of MRUs and CFCs in the mammary rudiment present in the E18.5 female C57Bl/6 (B6) embryo. E18.5 was chosen because it is the earliest time during the development of the mammary gland when MRUs are reproducibly detected in numbers sufficient for their characterization [8]. In these experiments we also found that antibody staining of EpCAM^+^ and CD49f^+^ cells in enzymatically dissociated viable single-cell suspensions of dissected E18.5 fetal glands [from which the associated endothelial (CD31^+^) and blood (CD45^+^ and Ter119^+^) cells had been excluded] revealed the presence of three major subpopulations (Figure 1A). These consisted of an EpCAM^++^CD49f^+^ fraction and an EpCAM^+^CD49f^+^ fraction of the fetal mammary epithelial cells and an EpCAM^−^ fraction that is variably CD49f^+^ and contains the associated stromal cells. Assessment of the MRU and CFC content of the fetal mammary gland showed that the majority of both of these functionally defined primitive cell types are present in the EpCAM^++^CD49f^+^ subset (Figures 1B and 2A, Tables S1, S2, S3, S4), as determined using optimized assay conditions for both of these (Figure S1A–D). Interestingly, the fetal gland appears to lack entirely the large population of EpCAM^++^CD49f^low/−^ luminal cells present in the mammary gland of 8–12-wk-old adult virgin female mice (Figure 1A). In addition, the majority of the CD49f^+^ cells in the fetal gland are EpCAM^++^, whereas the majority of the CD49f^+^ cells in the adult gland are EpCAM^+^ (Figure 1B and D).

**Figure 1:**
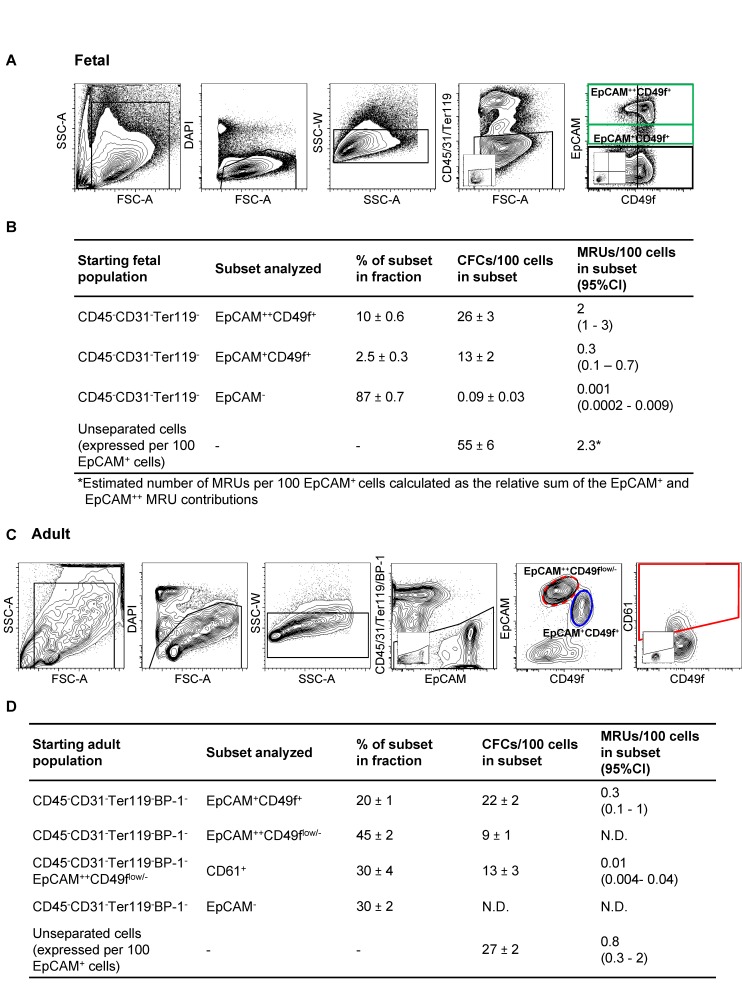
Representative frequencies of phenotypes, CFCs, and MRUs in E18.5 fetal and adult mammary tissue. (A) Representative gating and final FACS profiles of viable subsets of single cells isolated from dissociated E18.5 mammary glands after exclusion of hematopoietic (CD45^+^ and Ter119^+^) and endothelial (CD31^+^) cells. Embedded images are negative controls. (B) Frequency of total cells, CFCs, and MRUs measured in the indicated subsets and in suspended but not further separated fetal mammary (EpCAM^+^) cells. (C) Representative gating and final FACS profiles of viable subsets of single cells isolated from dissociated 8–12-wk-old adult mammary glands after exclusion of hematopoietic (CD45^+^ and Ter119^+^), endothelial (CD31^+^), and stromal (BP-1^+^) cells. A fluorescence-minus-one control was used to set the gate used to identify CD61^+^ cells. (D) Frequency of total cells, CFCs, and MRUs measured in the indicated subsets and in unseparated suspensions of adult mammary epithelial (EpCAM^+^) cells.

**Figure 2:**
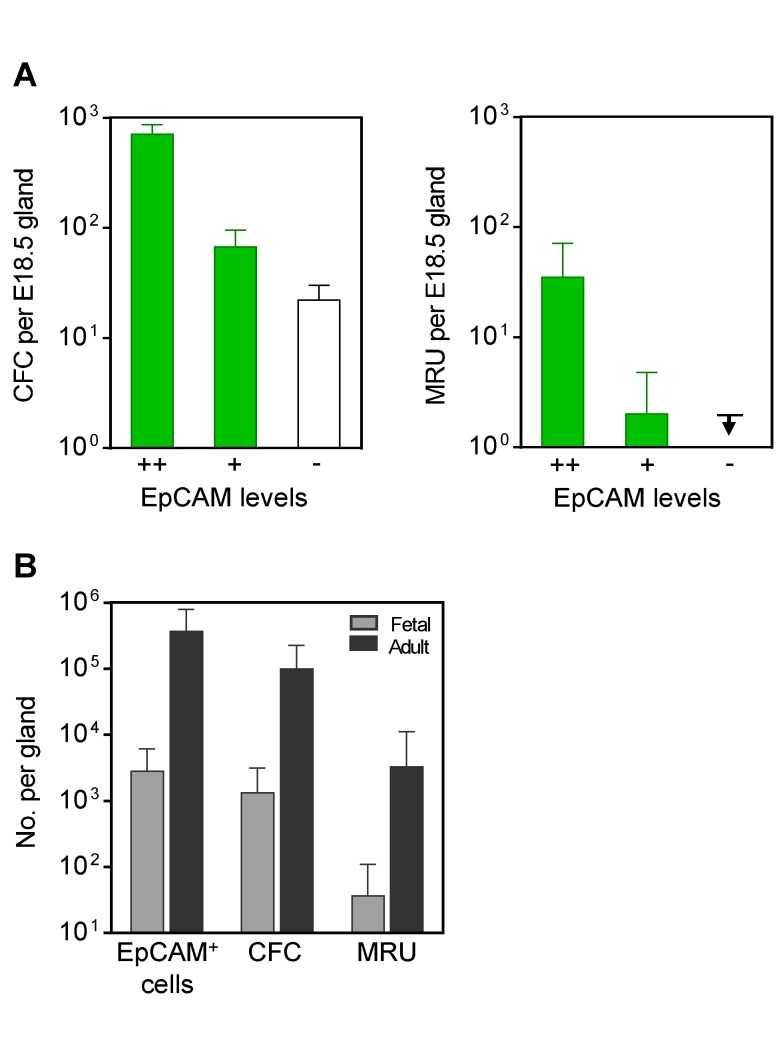
Quantification of the CFC and MRU content of fetal compared with adult mammary cells. (A) Distribution of fetal MRUs and CFCs according to their expression of EpCAM. CFC values are the mean ± SEM for ≥4 experiments. MRU and 95% CI values were determined by LDA. The arrow indicates that MRUs, if present in the EpCAM^−^ fraction, were below the limit of detection (indicated by the line; for details, see Table S4). (B) Comparison of CFC and MRU content of cells from >15 and 2 adult no. 4 glands, respectively, and >50 fetal glands. CFC values are geometric means. Error bars for MRU and CFC values show 95% CI.

Calculation of MRU and CFC frequencies as a function of the number of EpCAM^+^ cells tested allows comparisons to be made that relate exclusively to the gland itself or derived populations, even when unseparated fractions are being evaluated. Such a comparison of the MRU and CFC frequencies and content in the E18.5 fetal (Figure 1B) and adult (Figure 1D) mammary gland showed that the ratio of their numbers relative to one another is already set at approximately the same value as that characteristic of the adult virgin gland, although the total size of these populations as well as the size of the gland as a whole (total number of EpCAM^+^ cells) undergo an expansion of ∼100-fold over the intervening 4-mo period (Figure 2B).

### Fibroblast-Containing Matrigel Cultures Support the Production of Large Numbers of CFCs and MRUs From Both Fetal and Adult Mammary Cells

To compare the regenerative properties of fetal and adult mammary epithelial cells (Figure 3A), we first undertook a preliminary survey of culture conditions that would optimize the *production* over a period of 7 d of adult CFCs measured in secondary 2D CFC assays. These experiments showed superior outputs of CFCs were obtained when cells were incubated in 3D Matrigel cultures as compared to 2D adherent CFC assay conditions (unpublished data). Additional experiments showed that reduced O_2_ conditions had no effect on CFC *production*, regardless of the input cell source (Figure S2A) and added ROCKi had a slight enhancing effect only in cultures initiated with adult luminal cells (Figure S2B).

**Figure 3:**
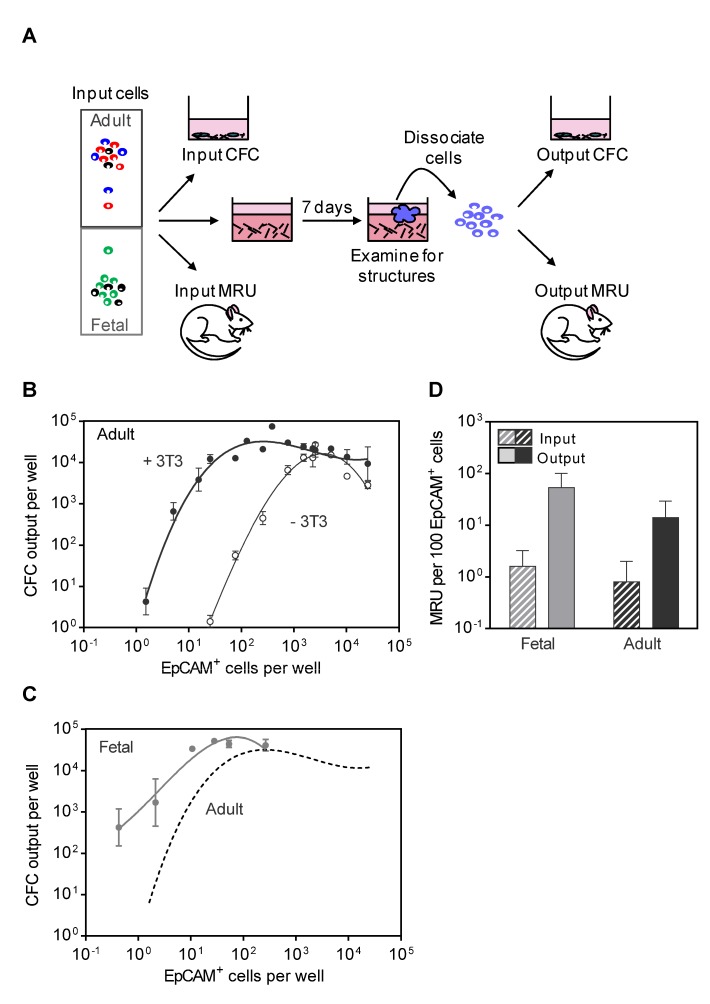
Production of MRUs and CFCs in 7-d Matrigel cultures of adult and fetal mammary cells. (A) General experimental design. Mammary cells were added to 50 µl of solidified Matrigel (±2.5×10^4^ irradiated 3T3 fibroblasts) in 200 µl of medium and incubated for 7-d. Each well was then examined for the presence of one or more visible structures and the contents then fixed and stained or dissociated into a suspension of viable single cells to perform FACS, CFC, or MRU assays for comparison with corresponding starting (input) values. (B) CFC outputs from 7-d Matrigel cultures of unseparated adult mammary cells as a function of the input cell number (expressed as the number of input EpCAM^+^ cells) and the addition of irradiated fibroblasts. (C) CFC outputs from 7-d cultures of unseparated fetal cells as a function of the input cell number (expressed as the number of input EpCAM^+^ cells). Comparison of the corresponding relationship for adult cells (dotted line redrawn from (B)) shows a ∼5-fold higher CFC output by the fetal cells. (D) Comparison of increased numbers of MRUs obtained from 7-d Matrigel cultures of fetal and adult mammary cells (values determined by LDA as described in Tables S1, S2, S3, S4, S5, S6 and expressed relative to 100 EpCAM^+^ cells).

Cultures initiated with varying inputs of unseparated adult cells showed a marked cell dose–response relationship with linearly increasing outputs of CFCs at cell input numbers below 10^3^ EpCAM^+^ cells per 250 µl. But cultures initiated with more than 5×10^3^ EpCAM^+^ cells became inhibitory (Figure 3B). In addition, we found that the addition of irradiated 3T3 cells to cultures initiated with low numbers of adult EpCAM^+^ cells greatly enhanced the number of CFCs produced in the 7-d Matrigel cultures (∼1,000-fold). Fetal mammary cells placed in the same culture conditions showed a similar input cell dose–dependent increase in CFC output, but much higher CFC outputs were obtained (∼50- to 100-fold) from the same number of EpCAM^+^ input cells as compared to their adult counterparts (Figure 3C). We then assessed the ability of this culture system to support the production of MRUs. When nonsaturating numbers of input fetal or adult mammary cells were used to initiate the cultures, MRU numbers were also increased (Figure 3D, Tables S5 and S6). Moreover, the output of MRUs from the same number of EpCAM^+^ cells was again higher (∼4-fold) for the fetal as compared to adult cells.

These findings indicate the ability of fibroblast-containing Matrigel cultures to support the generation within 7 d of expanded populations of MRUs and CFCs and show that the output of both these cell types is greater for fetal mammary epithelial cells than for their adult counterparts.

### 3T3 Cells Enhancement of CFC and MRU Production in Matrigel Cultures Involves Novel Factors

Experiments using a transwell system suggested that the enhancing effect of the added 3T3 cells is mediated, at least in part, by soluble factors (unpublished data). Subsequent experiments showed that the effects of the irradiated 3T3 cells could be partially replaced by addition of 80% 3T3-cell conditioned medium (CM) (Figure 4A and B). However, the activity in the CM could not be replaced by the addition of various reported single “niche” elements, including basic fibroblast growth factor (bFGF), colony-stimulating factor 1 (CSF-1), or hepatocyte growth factor (HGF) tested at concentrations previously found to stimulate mammary cells or other cell types (16 ng/ml bFGF [21], 16 ng/ml CSF-1 [22], and 40 ng/ml HGF [23],[24], Figure 4A and C). The activity produced by the 3T3 cells also appears to be different from Wnt3a [18], as neither 160 ng/ml of Wnt3a alone or plus 400 ng/ml R-spondin 1 [25],[26] even partially mimicked the effect of 3T3 cells in our cultures (Figure 4A). In addition, the effect of the added 3T3 cells could only be minimally inhibited, and only on adult basal cells (*p* = 0.04), by the addition of one of two Wnt pathway inhibitors [18],[27] tested (XAV939 at 0.8 µM, Figure 4B).

**Figure 4:**
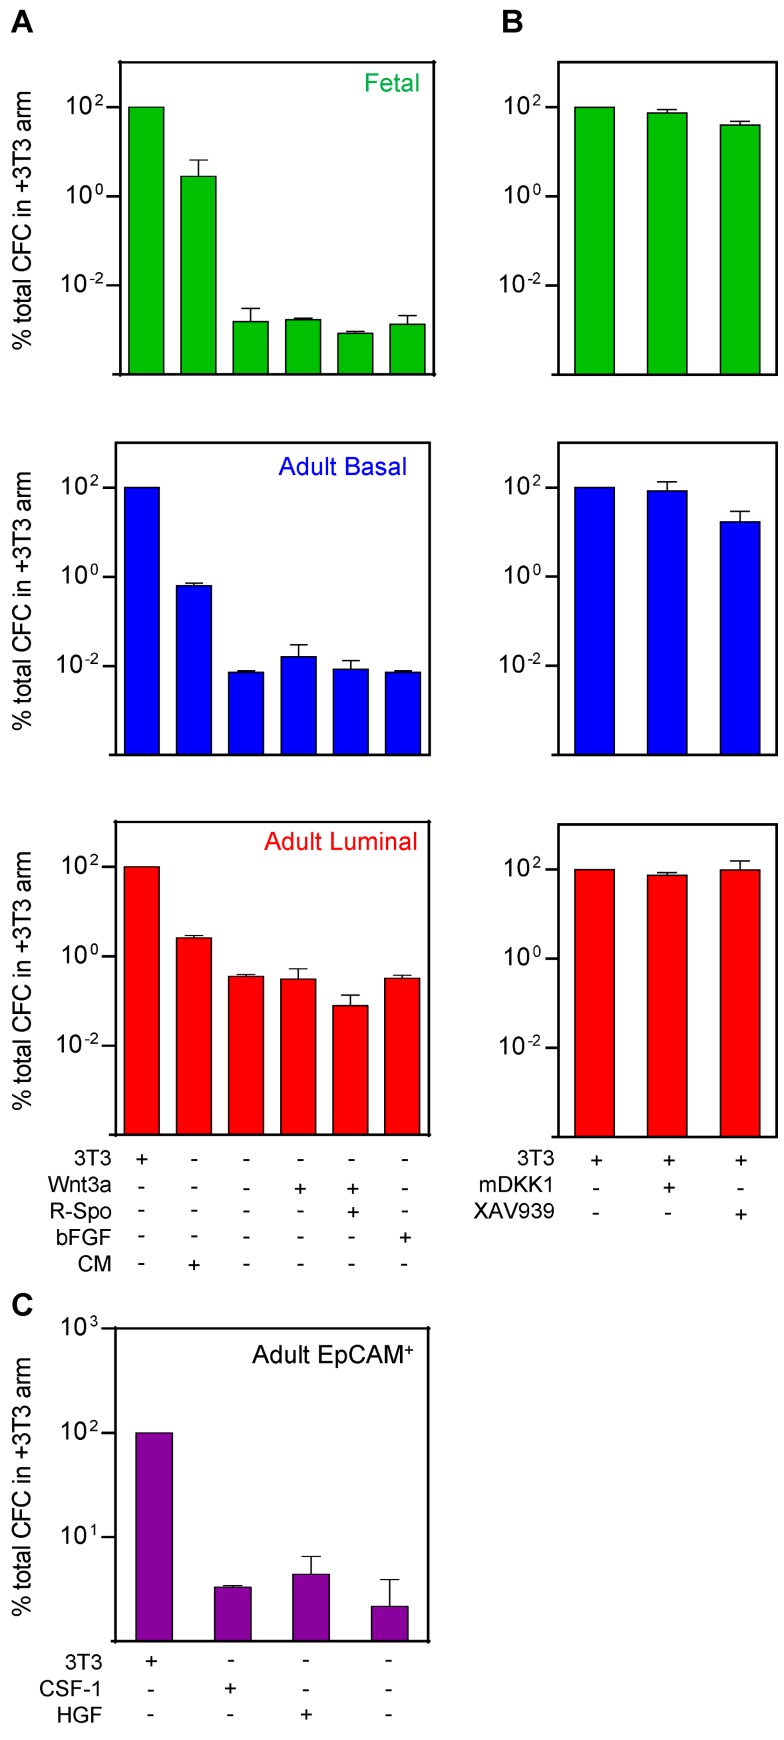
The effect of 3T3 cell CM and selected factors on fetal and adult basal and luminal mammary cell production of CFCs. CFC assays were performed on 7-d cultures of 30 EpCAM^++^ fetal cells (green), 60 EpCAM^+^CD49f^+^ adult basal cells (blue), 100 EpCAM^++^CD49f^low/−^CD61^+^ adult luminal cells (red), and 300 adult EpCAM^+^ cells (purple) using various additives to determine their effects on CFC outputs. (A) Comparison of the effect of 80% 3T3 cell CM, 160 ng/ml Wnt3a±400 ng/ml R-Spondin 1 (R-Spo), or 16 ng/ml bFGF relative to added 3T3 cells (set = 100%). The concentrations shown are the final concentrations in the 250 µl cultures. Results are pooled from 3–6 experiments. The difference in CFC output between CM and no added 3T3 cells was significant for cultures initiated with all types of cells (*p*<0.05, one-way ANOVA with Bonferroni's multiple comparison test). (B) Effect of Wnt pathway inhibitors: XAV939 (0.8 µM for adult, 4 µM for fetal) or mDKK1 (160 ng/ml) in cultures with irradiated 3T3 cells (set = 100%). Results are pooled from 3–9 experiments. Only the effect of added XAV939 was significant, and only for basal cells (*p* = 0.04, one-way ANOVA with Bonferroni's multiple comparison test). (C) Effect of 40 ng/ml HGF and 16 ng/ml CSF-1 on adult EpCAM^+^ cells. The difference in CFC output between added HGF or CSF-1 and no added 3T3 cells is not significant (*p*>0.99, one-way ANOVA with Bonferroni's multiple comparison test).

### Immunophenotypic Characterization of the Cells Present in Mammary Structures Produced From Single Purified Fetal, Adult Basal, and Luminal Cells

The above findings showed that readily detectable numbers of CFCs had been generated over a period of 7 d in cultures initiated with suspensions estimated to contain a single EpCAM^+^ cell (Figure 3B and C). In such cultures, the discrete structures formed were readily visualized and those derived from fetal cells appeared consistently larger than those derived from adult cells. This difference in overall size reached after 7 d was confirmed in new series of experiments in which only one test cell of a defined phenotype and origin was added to each of a series of fibroblast-containing Matrigel cultures (Figure 5A). Immunohistochemical staining of the structures derived from single cells from the adult MRU-enriched EpCAM^+^CD49f^+^ fraction (blue gate in Figure 1C) showed that these consisted primarily of K5^+^, K14^+^ cells, and some p63^+^ cells (basal markers), with very few K8^+^ or K18^+^ cells (luminal markers) (Figure 5B). In contrast, we found single cells from the adult luminal progenitor-enriched EpCAM^++^CD49f^low/−^CD61^+^ fraction (solid red gate in Figure 1C) [28] generated structures that contained a mixture of cells expressing luminal and basal markers. By comparison, single cells from the fetal MRU-enriched EpCAM^++^CD49f^+^ fraction (Figure 1A) produced structures that most closely resembled those derived from the adult MRU-enriched EpCAM^+^CD49f^+^ cells in their predominant K5^+^, K14^+^, and p63^+^ cell content with a few progeny expressing the luminal markers, K8 and K18. Flow cytometric analysis of cell suspensions prepared individually from several of these structures showed that they were all similarly composed of homogeneous populations of EpCAM^+^CD49f^+^ cells with slightly higher levels of EpCAM expression in the structures derived from the originally EpCAM^++^CD49f^low/−^CD61^+^ adult (luminal progenitor-enriched) cells (Figure 5C).

**Figure 5:**
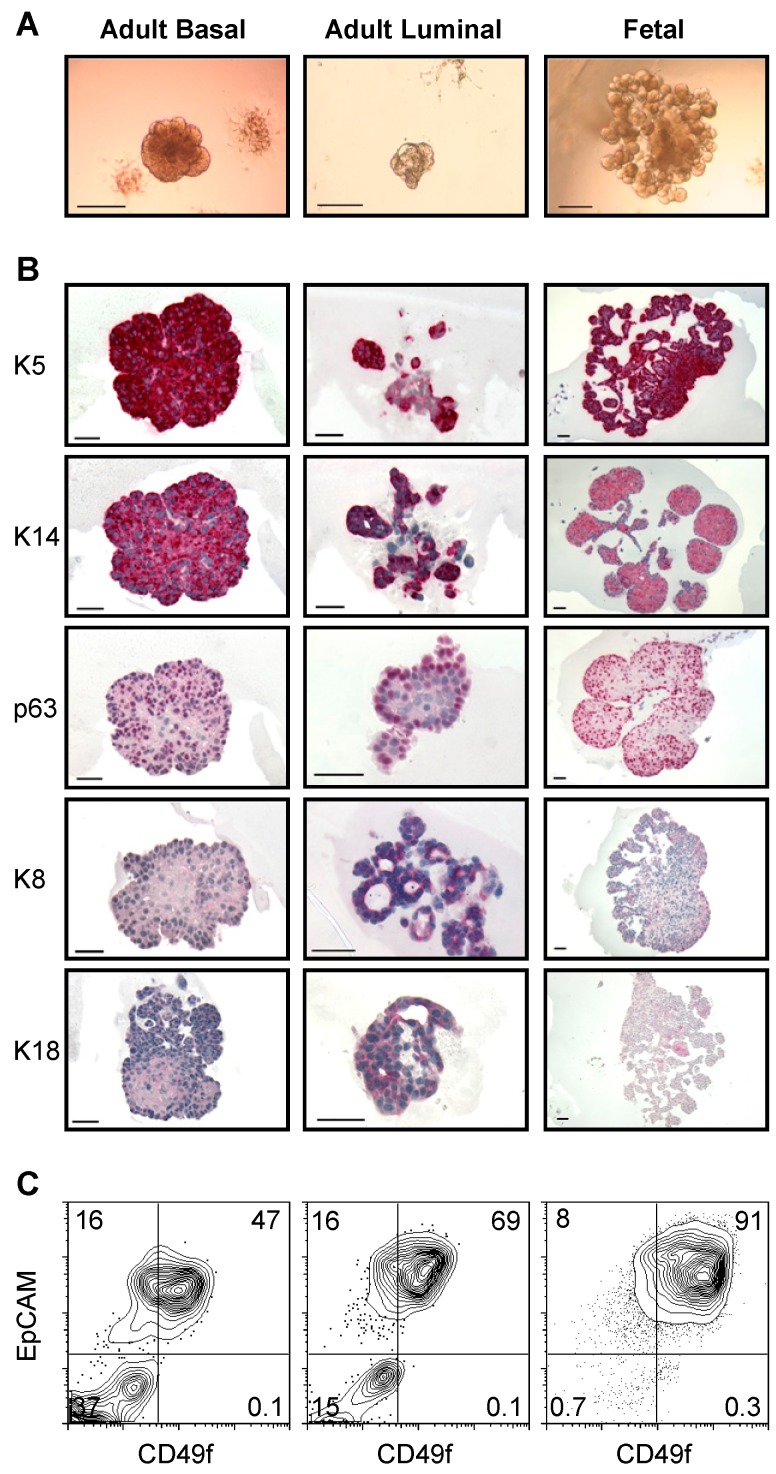
Morphology and cellular composition of structures generated in 7-d Matrigel cultures of single fetal and adult mammary cells. (A) Gross appearance of representative structures from each of the three types of input cells tested. The scale shown indicates 30 µm. (B) Representative photomicrographs of sectioned structures stained with antibodies against the markers shown. Scale, 50 µm. (C) Flow cytometric analysis of dissociated PI^−^ cells obtained from pooled harvests of cultures initiated with the same types of cells.

In summary, all clonally generated structures examined after 7 d of growth consisted of cells with a “primitive” (CD49f^+^) phenotype and those derived from fetal MRU-enriched cells most closely resembled those derived from a functionally similar adult subset.

### Clonally Generated Structures Generated From Fetal Mammary Cells Contain More CFCs and MRUs Than Those Derived From Adult Cells

To determine the frequency of fetal and adult cells with structure-, CFC-, and MRU-generating activity and to compare their average outputs of CFCs and MRUs, we examined another series of 7-d Matrigel cultures initiated with single fetal and adult cells. In total, 163 cultures were initiated with single fetal (EpCAM^++^CD49f^+^) cells, 124 with single adult EpCAM^+^CD49f^+^ (basal) cells, and 100 with single adult EpCAM^++^CD49f^low/−^CD61^+^ (luminal) cells and visible structures were seen in 43%, 30%, and 18% of these, respectively (Table 1).

**Table 1:** Frequency of single cells that form structures and generate CFCs and MRUs from different subsets of fetal and adult mammary cells.

Endpoint Analyzed	Fetal	Basal	Luminal
Visible structures	43% (70/163)	30% (37/124)	18% (18/100)
Wells with CFCs	44% (72/163)	35% (44/124)	41% (41/100)
Structures with MRUs^a^	95% (20/21)	86% (12/14)	33% (3/9)
Wells with MRUs^b^	41% (95%×43%)	26% (86%×30%)	6% (33%×18%)

Values shown in brackets are the number of positive wells/number of wells assayed.

a Based on assessment of wells containing a visible structure.

b Calculated assuming MRUs would be found exclusively in wells containing visible structures.

The proportion of cultures initiated with a single fetal or adult basal cell that contained CFCs was very similar to the proportion that contained a visible structure (Table 1), consistent with the likelihood that all of the CFCs detected were present in these clonally derived structures. In contrast, we found CFCs in approximately twice as many cultures initiated with single adult luminal cells as contained a visible structure (41% versus 18%), consistent with the generally smaller size of these latter structures (Figure 5A). Notably, for all three input cell types, the frequency of cells that generated progeny with CFC activity in secondary assays was always higher (1.5- to 3-fold) than the frequency of input cells that displayed CFC activity directly (Figure 1B and 1D, Table 1).

Measurement of the total number of cells as well as the total number of CFCs that had been produced in each of these clonal cultures showed that these output values were highly variable and correlated (Figure 6A and B) for all three sources of input cells. The highest CFC outputs were present in clones derived from fetal cells (up to >10^4^ CFCs per culture, median value ∼10-fold higher than for the basal cell clones, and almost 100-fold higher than for the luminal cell clones, Figure 6B).

**Figure 6:**
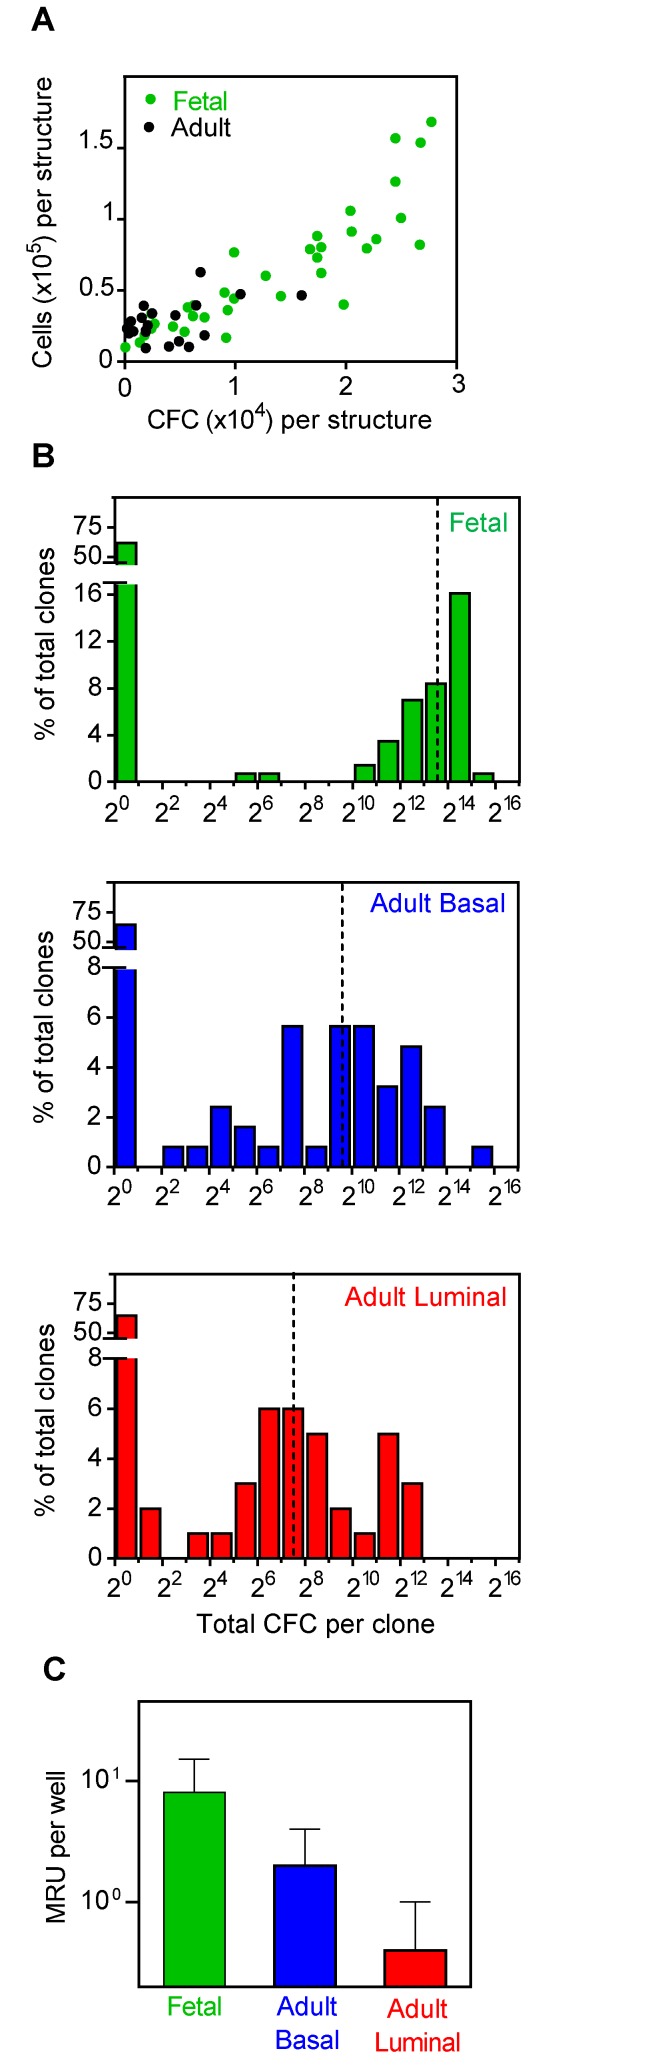
Comparison of CFC and MRU outputs in 7-d Matrigel cultures initiated with single fetal or adult mammary cells. (A) Correlation between the total number of cells retrieved from individually assessed 7-d cultures with the corresponding number of CFCs detected. (B) Distribution of clonal CFC outputs in 7-d cultures initiated with different types of input cells. The dotted line indicates the median values of positive clones: 1,000 for clones derived from basal adult cells (*n* = 44), 140 for clones from CD61^+^ adult luminal cells (*n* = 35), and 13,000 for clones from fetal cells (*n* = 55). (C) Comparison of MRU outputs determined by LDA in 7-d Matrigel cultures initiated with single adult and fetal mammary cells. The value for fetal cells is significantly higher than either of the adult values (*p*<0.01, Chi-square *p* value, pair-wise comparison of stem cell frequencies, ELDA, Table S7).

We also identified MRUs in the cultures initiated with single cells. The glands produced by these culture-generated MRUs were indistinguishable in morphology to those generated from freshly isolated cells (Figure 7). Most of the visible structures derived from the adult basal cells and some of those derived from the luminal progenitors also contained MRUs (86% and 33%, respectively, Table 1). If it is assumed that all MRUs produced in these cultures are associated with the formation of a visible structure, the frequency of adult mammary cells that can produce MRUs is at least 50-fold higher for the basal population (26% versus 0.3%) and >500-fold higher for the luminal cells (6% versus 0.01%) than the frequency of MRUs in the respective input populations, (Figure 1B and 1D, Tables 1 and S2).

**Figure 7:**
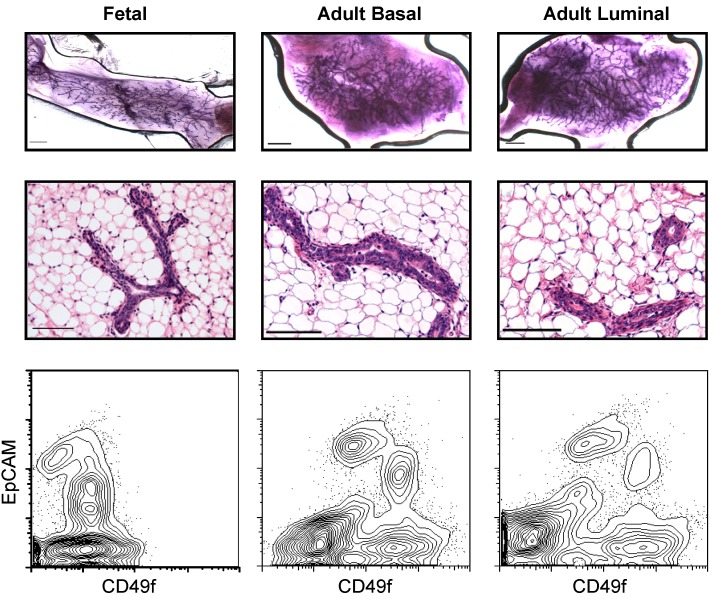
Regenerated glands produced *in vivo* from MRU generated *in vitro* from structures generated from single fetal, basal, or luminal cells. Whole mounts (upper panels) and sections (middle panels) of mammary glands produced in fat pads injected with cells from cultures initiated with single fetal cells (left panel), or single adult basal cells (middle panel) or single adult luminal cells (right panels). Scale bars, 100 µm (whole mounts) and 50 µm (sections). Lower panels show flow cytometry profiles of regenerated mammary glands from cultures initiated with single fetal cells (left panel), or single adult basal (middle panel) or six CD61^+^ luminal cells (right panels).

The proportion of clonal structures produced from fetal cells that contained MRUs was even higher (95%, Table 1). This corresponds to a minimal frequency of fetal EpCAM^++^CD49f^+^ cells that can generate MRUs in our 7-d culture system that is 20-fold higher than the frequency of these initially isolated fetal cells that can be immediately detected as MRUs (41% versus 2%, Tables 1 and S4). Comparison of the clones generated from single fetal and adult cells showed that the average output of MRUs was significantly higher from the fetal cells (∼4-fold, *p*<0.01, Figure 6D and Table S7). Importantly, the MRUs generated from either single fetal or adult cells in this culture system not only regenerated normal-appearing glands in the cleared fat pad assay (Figure 7), the regenerated glands thus produced contained progeny MRUs that could be serially transplanted into secondary fat pads (6/7 positive fat pads from single fetal cells, and 9/11 positive fat pads from adult cells, Table S8).

### Comparison of the Transcriptomes of Fetal and Adult Mammary Cells with Different MRU-Generating Activity

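RNA from E18.5 fetal mammary cells and from adult basal mammary cells was measured on one-color Agilent SurePrint G3 Mouse GE arrays, with 3 biological replicates of each population and 1 array per replicate. These arrays carry oligonucleotide probes for mouse transcripts, and the brightness of a spot reports how much Cy3-labelled cRNA was bound there. The fetal cells were sorted from E18.5 glands as CD31−CD45−Ter119−EpCAM++CD49f+ cells after a short digestion, and the adult basal cells from the glands of 8–12-wk females as CD31−CD45−Ter119−BP-1−EpCAM+CD49f+ cells after an overnight digestion. For the labelling of the RNA, the paper's methods name a whole-transcript kit of the exon analysis type, whereas the labels deposited with the arrays describe the low-input Quick Amp protocol, in which cDNA is primed with a T7 promoter primer. The authors scanned the arrays and processed the images with Feature Extraction 11.0.1.1, which subtracts the background from each spot, and the deposited spot intensities start from that step. Each array held 59305 spots other than controls, for 55681 probes, and no spot was saturated. The share of probes well above background was 83.3%, 78.9% and 76.8% on the 3 fetal arrays and 82.0%, 78.0% and 76.4% on the 3 adult basal arrays. Each group lay on both of the 2 slides, with 1 fetal and 2 adult basal arrays on the first slide and 2 fetal and 1 adult basal array on the other. Green processed signal was taken to log2, spots of the same probe were averaged, spots marked as outliers by Feature Extraction were left out, and the 6 arrays were quantile normalized together. The authors quantile normalized the same signal in a table that Text S1 lists with 16 arrays, and the 10 other arrays were not used here. Probes were kept when their transcript accession matched a gene in a RefSeq gene table of the GRCm38.p6 assembly, which held for 27229 probes (48.9%) and 20656 genes. After the removal of probes with low signal in both populations, limma's moderated test was fitted to each probe and the p values were adjusted by Holm's method, as in the paper. Fold changes below are log2 values of fetal over adult basal cells. A probe that was not well above background on any array of a population has only an upper bound there. Its difference is then given as at least N-fold, from the mean of the brighter population and, for the dimmer one, the mean over arrays of whichever was higher, the probe's own normalized value or the lowest signal among probes well above background. With 3 arrays against 3, an exact permutation test of a single probe cannot give a p below 0.10, so the calls rest on limma's sharing of variance between probes.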

As a first step toward elucidating the mechanism(s) contributing to the more potent MRU-generating activity of E18.5 fetal mammary cells as compared to their closest adult counterparts (the basal subset), we obtained global RNA profiles on both of these cell populations using Agilent arrays and compared them. 

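Of 20442 probes tested, 2269 differed between the E18.5 fetal and adult basal cells by at least 2-fold with a Holm-adjusted p of at most 0.05 in limma's test. They represented 1974 genes. Fetal cells had the higher signal for 1210 of these probes and adult basal cells for 1059. The median absolute log2 fold change of the called probes was 2.78, or 2.74 with bounds in place of fitted values. Over all tested probes, called or not, the median SD between replicates was 0.12 (log2, n = 3) in fetal cells and 0.18 (log2, n = 3) in adult basal cells. The fetal and adult basal arrays did not overlap for 14114 of the tested probes (69.0%), whereas chance would give 10% with 3 arrays against 3. Most called probes, 2001, were well above background on all 6 arrays. In 93 the adult basal signal, and in 67 the fetal signal, was not well above background on any array, so their fold changes are bounds. The choice that moved the count most was the adjustment for multiple testing, as Benjamini-Hochberg adjustment in place of Holm's gave 6130 probes at the same limits. Leaving out 1 fetal array reduced the count to 948, 974 or 1055 (replicates 1, 2 and 3). Without 1 adult basal array it was 1470, 1949 or 1327, in the same order. The share of called probes that were higher in fetal cells was 53.3% and stayed between 51.1% and 55.0% under every alternative. With slide as a block in the fit, 1541 probes were called, 801 of them higher in fetal cells and 740 higher in adult basal cells.

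**Figure D1:**
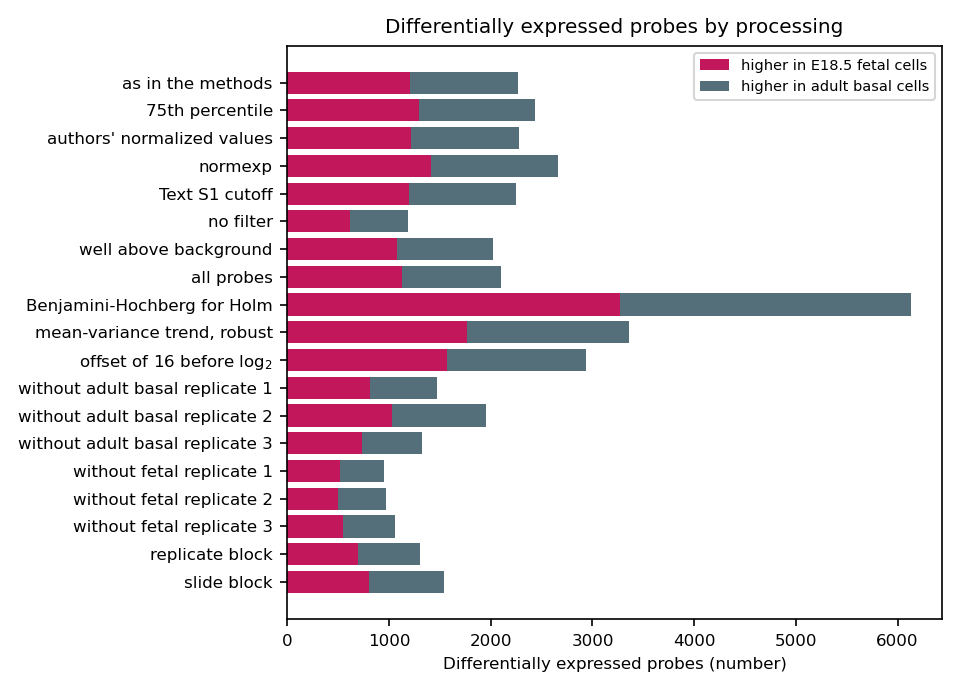
Number of differentially expressed probes (horizontal axis, a linear count from 0) under the processing given in the methods and under each alternative (vertical axis), split into probes higher in E18.5 fetal cells and probes higher in adult basal cells. The count was 2269 as in the methods, 6130 with Benjamini-Hochberg adjustment and from 948 to 1949 with 1 array left out, and the split between the populations changed little.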

A total of 2,262 genes (probes) showed significantly different levels of expression (≥2-fold, *p*≤0.05), with 1,206 genes up-regulated and 1,056 genes down-regulated in the fetal population (see Materials and Methods, Figure 8A and Table S9). 

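Table S9 marks, for each called probe, whether Spike et al. found the transcript elevated in fetal or in adult cells. The arrays behind those marks were not analysed here. In the first 1998 of the 2262 rows of Table S9, which are sorted by p, the paper's marks cover 860 probes. Of these, 823 were among the probes tested here. The fetal over adult basal difference measured here had the direction of the paper's mark for 775 of them (94.2%). Among probes marked as elevated in fetal cells, 494 of 540 were higher in fetal cells, and 46 were higher in adult basal cells. Among probes marked as elevated in adult cells, 281 of 283 were higher in adult basal cells, and 2 were higher in fetal cells. Because the rows used stop before the end of the table and were chosen for small p values, these counts describe those rows only and were not tested.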

Importantly, 937 (41%) of these differentially expressed transcripts overlapped with those identified in a previously published comparison of E18.5 fetal and adult MRU-enriched populations isolated using similar phenotypic markers [8], and with >90% concordance in the directionality of the differences seen.

**Figure 8:**
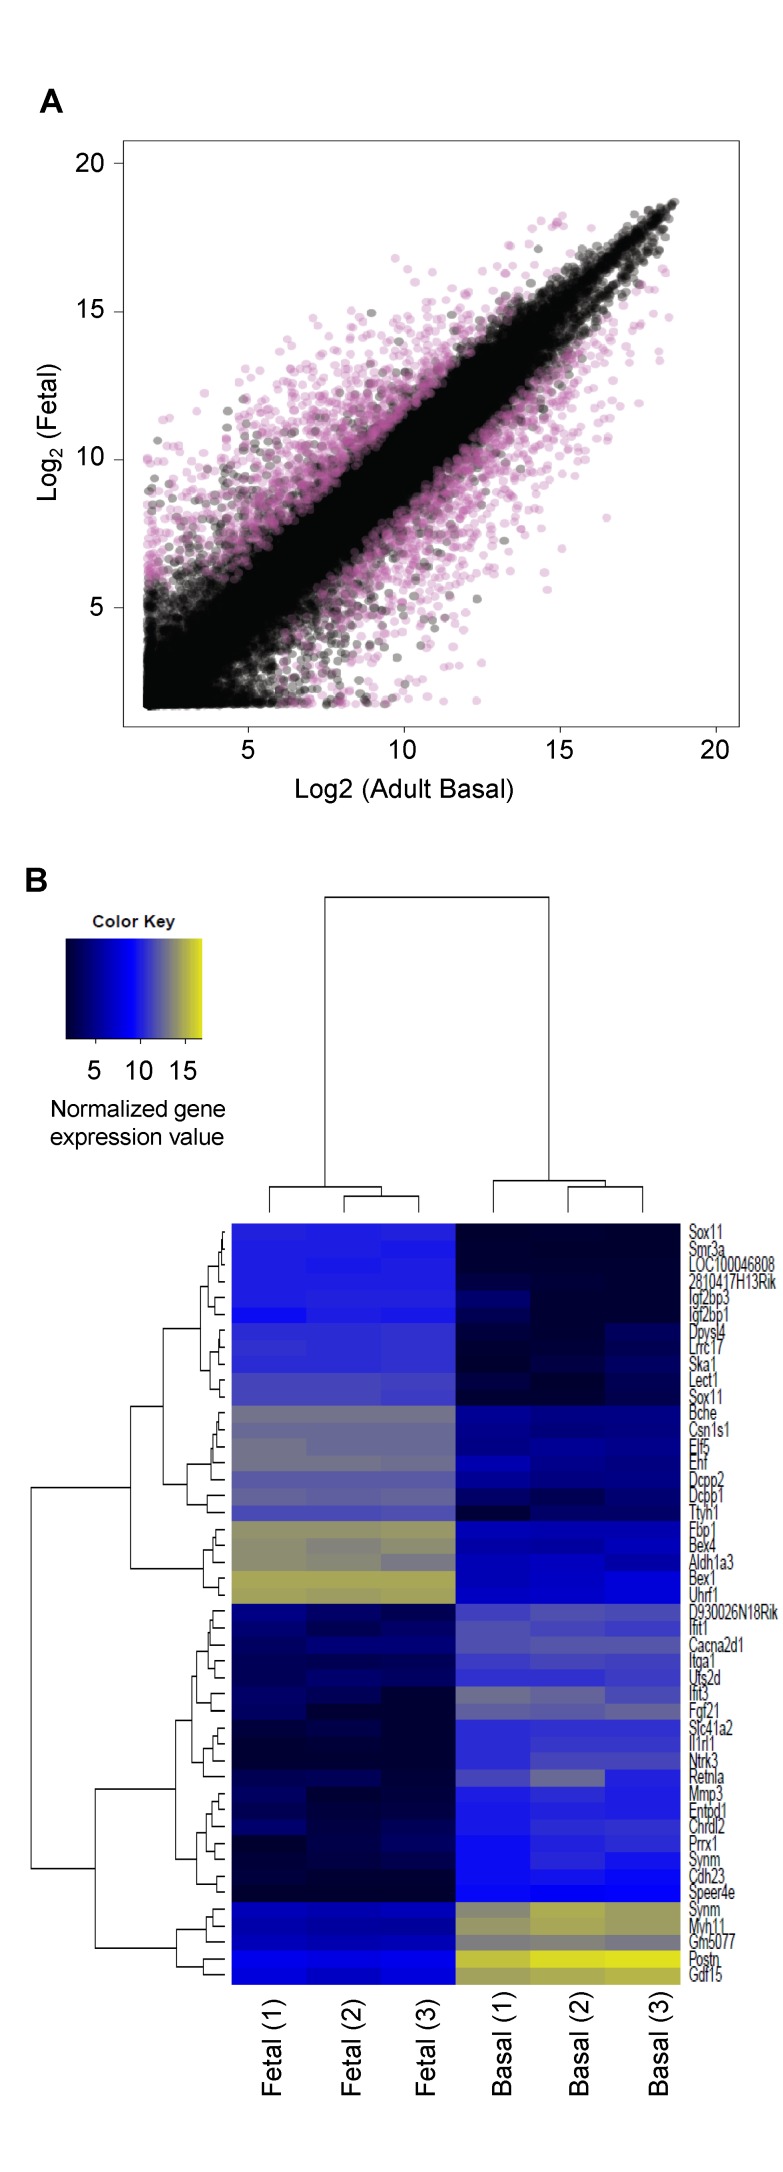
Microarray analysis of differentially expressed genes in MRU-enriched fetal and adult basal subsets of mammary cells. (A) Comparison of transcripts detected in Agilent arrays of extracts of E18.5 fetal (CD31^−^CD45^−^Ter119^−^EpCAM^++^CD49f^+^) and adult basal (CD31^−^CD45^−^Ter119^−^BP-1^−^EpCAM^+^CD49f^+^) cells. Expression values of both datasets are shown as log_2_-normalized values. Shown in pink are the genes (probes) identified as significantly differentially expressed (≥2-fold, *p*≤0.05). (B) Heat map of the top 1% of differentially expressed genes (probes) that were higher in the fetal dataset and the top 1% of differentially expressed genes (probes) that were higher in the adult basal dataset (shown as log_2_ normalized gene expression values from panel A).

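Over the 20442 probes tested, Pearson's r across probes was 0.994 to 0.995 between fetal replicates and 0.981 to 0.990 between adult basal replicates, but 0.832 to 0.853 between a fetal and an adult basal array. Probes are not independent replicates, and these values describe the arrays only. Among transcripts of the sort antigens, Epcam was higher in fetal cells, the EpCAM++ population, with a mean log2 signal of 12.97 ± 0.10 (SD, n = 3) against 11.09 ± 0.19 (SD, n = 3) in adult basal cells and a log2 fold change of 1.88 (standard error 0.13, Holm-adjusted p = 0.026 in limma's test). That call was lost under 9 of the 19 alternatives tried, whereas the direction was kept under all of them. Itga6, which encodes CD49f, was at 15.74 ± 0.07 (SD, n = 3) in fetal and 15.73 ± 0.22 (SD, n = 3) in adult basal cells, with no detectable difference (log2 fold change 0.01, standard error 0.13). Pecam1 (CD31, log2 fold change -0.14) and Ptprc (CD45, log2 fold change -0.31) also did not differ beyond the replicate error, and Enpep, which encodes BP-1, was not well above background on any array. Some other leukocyte and endothelial genes were higher in adult basal cells without a call, such as Cd52 (log2 fold change -4.39) and Cdh5 (-2.70). Pecam1 and Ptprc alone therefore do not show equal purity of the sorts.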

The top 1% of differentially expressed genes (probes) that were higher in the fetal dataset and the top 1% of differentially expressed genes (probes) that were higher in the adult basal dataset are shown in Figure 8B. 

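By the rule of the legend, 1% of the 2269 called probes is 23 probes in each direction. The 23 probes with the greatest fold change towards fetal cells represented 22 genes, with fitted log2 fold changes from 7.05 to 9.01. For 10 of them the adult basal cells were not well above background on any array, so the measured differences are bounds, from at least 60.4-fold to at least 217-fold. The 23 probes with the greatest fold change towards adult basal cells also represented 22 genes, with fitted log2 fold changes from -9.79 to -6.84. In this group 15 probes were not well above background on any fetal array, with bounds from at least 37.1-fold to at least 354-fold. Another 3 probes in each direction were well above background on only 1 or 2 arrays of the dimmer population. Among the genes named in Figure 8B, 22 of the 23 probes in each direction found here carry a name printed there. Probes that were well above background on all 6 arrays give fold changes that are measured on both sides. The 5 largest of these towards fetal cells were Bche (log2 fold change 7.93, standard error 0.16), Csn1s1 (7.80, standard error 0.14), Fbp1 (7.71, standard error 0.11), Bex1 (7.65, standard error 0.28) and Bex4 (7.63, standard error 0.22). Towards adult basal cells the largest was that of Myh11, followed by Postn (-8.06, standard error 0.26), Synm (-7.74, standard error 0.31), Gdf15 (-7.33, standard error 0.25) and C1s2 (-6.84, standard error 0.13). The largest Holm-adjusted p among these 10 probes in limma's test was 5.6e-04, for Synm. Membership depended on the background correction: with the normexp correction 27 probes entered in each direction, and only 10 of the 23 fetal and 8 of the 23 adult basal probes were still among them.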

The most significant of these is *Sox11*, also noted by Spike et al. 2012 [8], and identified in a recent comparison of E12.5 mammary rudiments with adult mammary cells [29]. 

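Sox11, which encodes an SRY-box transcription factor, was measured by 2 probes, and both were not well above background on any adult basal array. Probe A_52_P160955 had the smallest p of all 20442 probes tested, with a Holm-adjusted p of 5.7e-08 in limma's test. Its mean log2 signal was 9.99 ± 0.02 (SD, n = 3) in fetal cells, and its difference was at least 74.3-fold. In adult basal cells it was at 1.66 ± 0.04 (SD, n = 3). So near the background, a small spread need not be that of biological replicates, and the p rests in part on it. The fitted log2 fold change depends on how signal near the background is treated, with 8.34 in the main setting, 4.13 after the normexp correction and 5.76 with an offset of 16 before log2. The last 2 values lie below the bound in the main setting, 6.22 on the log2 scale. The brighter probe, A_55_P2094721, reached 11.21 ± 0.17 (SD, n = 3) in fetal cells, a difference of at least 173-fold (Holm-adjusted p = 1.8e-04), and ranked 257 by p. The first rank of A_52_P160955 depended on the processing. When each array was instead divided by its 75th percentile, the probe ranked 57 (Holm-adjusted p = 9.2e-06), and after the normexp correction it ranked 31. With a variance trend in limma's fit it ranked 20. It ranked 2 with the offset of 16, without adult basal replicate 1 and without fetal replicate 3. Under the other alternatives that ranked it, the deposited normalized values among them, it stayed at rank 1. Both probes passed the thresholds under every alternative.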

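Igf2bp1 and Igf2bp3 were each measured by 1 probe that passed the low-signal filter. Igf2bp1 had a mean log2 signal of 9.69 ± 0.20 (SD, n = 3) in fetal cells and was not well above background on any adult basal array, a difference of at least 60.4-fold (Holm-adjusted p = 0.0013 in limma's test). Igf2bp3 was at 10.09 ± 0.09 (SD, n = 3) in fetal cells. In adult basal cells its signal was well above background on 1 of the 3 arrays, and the mean log2 signal was 2.45 ± 1.25 (SD, n = 3). Its log2 fold change of 7.64 (standard error 0.55) therefore has the larger error, with a Holm-adjusted p of 0.033. Igf2bp3 lost the Holm threshold under 10 of 19 alternatives, among them the slide block (adjusted p = 0.089) and the omission of any 1 fetal array (adjusted p from 0.39 to 0.43), although its log2 fold change was between 7.31 and 8.28 with each array left out. It depends on how signal near the background is treated, with 4.04 after the normexp correction and 5.62 with an offset of 16 before log2. Igf2bp1 kept its call under all alternatives, but its log2 fold change was 3.78 after the normexp correction and 5.34 with the offset of 16. Both values lie below its bound in the main setting, 5.92 on the log2 scale.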

Additional genes of interest that we found are up-regulated in the E18.5 fetal cells include two that encode insulin growth factor 2 mRNA-binding proteins (*Igf2bp1* and *Igf2bp3*), which are let-7 miRNA targets broadly implicated in many tissue growth and metabolism networks operative during development [30]. Also in this group of highly up-regulated genes in fetal cells is *Elf5*, which encodes a member of the ETS family of transcription factors and has been reported to play a role in alveolar cell differentiation during pregnancy [31],[32]. 

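The Elf5 probe was well above background on all 6 arrays, so that its fold change is measured on both sides. Its mean log2 signal was 12.65 ± 0.15 (SD, n = 3) in E18.5 fetal cells and 5.10 ± 0.28 (SD, n = 3) in adult basal cells. The log2 fold change was 7.55 (standard error 0.16, Holm-adjusted p = 7.5e-06 in limma's test), and it was between 7.44 and 7.71 with each array left out in turn. It was lower, 6.10, after the normexp correction and 7.00 with an offset of 16 before log2.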

Another is *Aldh1a3*, recently shown to be most highly expressed in the luminal progenitor compartment of normal adult human mammary cells [33]. 

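For Aldh1a3, which encodes a retinaldehyde dehydrogenase, the mean log2 signal was 13.47 ± 0.37 (SD, n = 3) in fetal cells and 6.36 ± 0.37 (SD, n = 3) in adult basal cells. The difference of 7.11 on the log2 scale (standard error 0.24, Holm-adjusted p = 1.9e-04 in limma's test) was many times the SD of either population. All 6 arrays were well above background for this probe, and no alternative changed the call, although the log2 fold change was 6.29 after the normexp correction.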

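Transcripts of Ezh2, which encodes a histone methyltransferase, were detected well above background in both populations. The mean log2 signal was 12.30 ± 0.05 (SD, n = 3) in E18.5 fetal cells and 10.08 ± 0.13 (SD, n = 3) in adult basal cells. This is a log2 fold change of 2.21 (standard error 0.11, Holm-adjusted p = 0.0021 in limma's test). It ranged from 2.17 to 2.29 with each array left out, and the call was kept under every alternative.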

Interestingly, we also confirmed *Ezh2* to be up-regulated in the fetal cells although to a slightly lower degree. 

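Among probes with higher signal in adult basal cells, Mmp3, which encodes a secreted metalloproteinase, had a mean log2 signal of 10.02 ± 0.30 (SD, n = 3) there. It was not well above background on any fetal array, so that the difference is given as at least 76.2-fold (Holm-adjusted p = 0.0048 in limma's test). Its log2 fold change was -3.92 after the normexp correction and -5.56 with the offset of 16. Both are smaller in size than the bound in the main setting, 6.25 on the log2 scale. Mmp3 lost the Holm threshold under 4 of 19 alternatives. These were the test without a low-signal filter (adjusted p = 0.058) and the omission of adult basal replicate 1 (adjusted p = 0.068), adult basal replicate 3 (adjusted p = 0.059) or fetal replicate 3 (adjusted p = 0.072). Myh11, which encodes smooth muscle myosin heavy chain, was well above background on every array. Its mean log2 signal was 14.35 ± 0.28 (SD, n = 3) in adult basal cells and 5.72 ± 0.24 (SD, n = 3) in fetal cells, a log2 fold change of -8.63 (standard error 0.18, Holm-adjusted p = 7.0e-06), and its call was kept under all alternatives, with a log2 fold change of -7.46 after the normexp correction.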

Genes that were up-regulated in adult basal cells include *Mmp3*, previously shown to be involved in mammary gland morphogenesis [34], and *Myh11*, a myoepithelial cell-specific gene. Also in this latter group is *Itgα1*, an integrin α1 subunit, which forms a heterodimer with β1 and functions as a receptor for collagen [35].

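Itga1 was measured by 2 probes that gave different results. Probe A_52_P459929 was at 11.15 ± 0.22 (SD, n = 3) on the log2 scale in adult basal cells and was not well above background on any fetal array, a difference of at least 167-fold with a Holm-adjusted p of 1.5e-06 in limma's test. Its log2 fold change was -4.97 after the normexp correction and -6.50 with the offset of 16. Both are smaller in size than the bound in the main setting, 7.38 on the log2 scale. The probe with the higher mean signal over the 6 arrays, A_52_P518922, was at 9.78 ± 0.44 (SD, n = 3) in adult basal cells and 6.95 ± 0.21 (SD, n = 3) in fetal cells. Its log2 fold change was -2.82 (standard error 0.23), and its Holm-adjusted p of 0.080 did not pass the threshold. Under 7 of 19 alternatives it did pass, including normalization to the 75th percentile (adjusted p = 0.047) and the mean of both probes (adjusted p = 8.1e-05). Both probes were higher on all 3 adult basal arrays than on any fetal array.

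**Figure D2:**
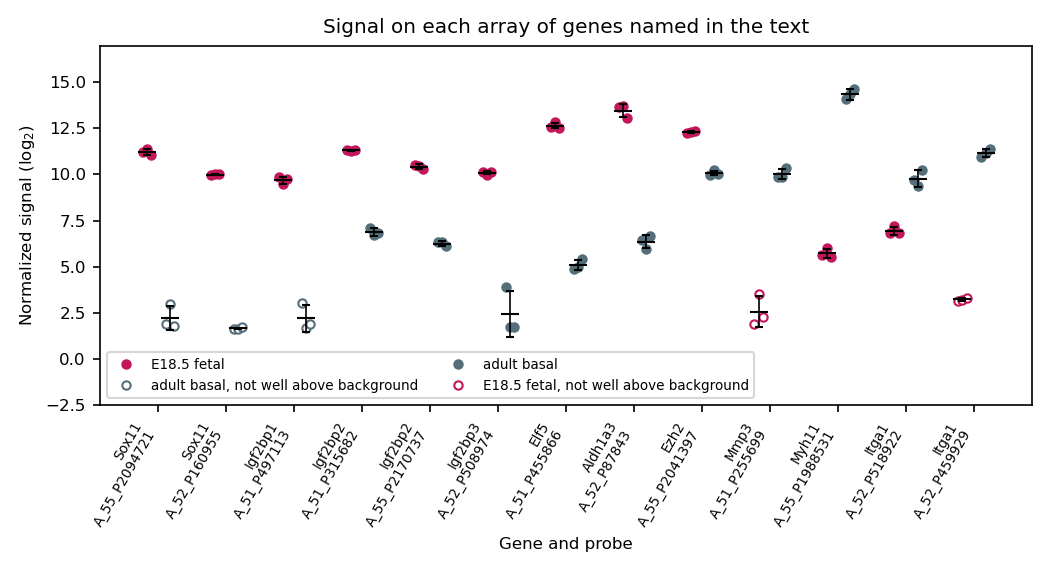
Normalized signal (log2, vertical axis) on each array for the probes of Sox11, Igf2bp1, Igf2bp2, Igf2bp3, Elf5, Aldh1a3, Ezh2, Mmp3, Myh11 and Itga1 that passed the low-signal filter (horizontal axis). Each point is 1 array, bars are the mean and SD of 3 arrays, and open points mark a population in which the probe was not well above background on any array; fetal and adult basal points do not overlap for any probe, and Ezh2 has the smallest difference, 2.21.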

## Discussion

There are four major findings emanating from these studies. First, we have identified profound differences in the differentiation stage-specific regulation of the proliferation and differentiation of isolated primitive mammary cells *in vitro*. Second, we show that the *in vitro* stimulation of latent regenerative activity is dependent on as yet undefined factors produced by fibroblasts that do not signal through the Wnt pathway, although this does not exclude the possibility of a co-operative role with Wnt signals [18]. Thirdly, we demonstrate a strong association of this cellular response with the formation of a visible structure in cultures initiated with single cells, although the magnitude of the response exhibited by individual cells varies over several orders of magnitude consistent with the operation of a self-renewal process that includes a stochastic component. Finally, we present the first and strong evidence of a marked superiority of the regenerative activity *in vitro* of primitive fetal as compared to adult mammary epithelial cells.

### Activation of CFC and MRU Potential in the Progeny of Cells That Lack This Activity

A key assumption in demonstrating an induction or activation of growth and differentiation activities not initially detectable is that the conditions used to elicit this activity are not simply suboptimal. Therefore, an important component of the present studies was an examination of the conditions used to detect CFC and MRU to ensure these were optimized. Current methods widely used to detect mammary progenitors that form colonies within 7 d in low-density 2D cultures at high efficiency include the addition of irradiated 3T3 cells [3]. We also adopted the use of a low O_2_ atmosphere [36],[37] and the addition of ROCKi [38], which we confirmed to be important modifications that selectively enhance the detection of adult basal CFCs and have a comparable effect on fetal CFCs. Similarly, several recent studies have indicated that the frequency of both adult and fetal mammary cells detectable as MRUs is enhanced if Matrigel is co-injected with the test cells [8],[19],[20],[39]. We confirmed this effect on both fetal and adult MRUs from C57Bl/6 mice and also implanted the recipients with E/P pellets to replicate the less consistently attainable enhancing effect of pregnancy on stimulating expansion of *in vivo* regenerated glands to enable their more facile visualization [21].

Importantly, even using these optimized assay conditions, we found that the frequency of fetal and adult mammary cells that could generate progeny with CFC and/or MRU activity in fibroblast-containing Matrigel cultures was always higher than the frequency of freshly isolated cells with directly demonstrable CFC and/or MRU activity. Moreover, the “induction/activation” process thus inferred could be elicited from all EpCAM^+^ subsets of cells examined and was true of fetal as well as adult mammary subsets. Particularly intriguing is the observation that MRUs could be derived from adult luminal progenitors, since these were previously thought to have irreversibly lost the bipotent, gland-generating activity of MRUs. However, it is interesting to note that evidence of persisting self-renewal of luminal cells has recently been reported based on the demonstrated presence in the adult of luminal cells derived from cells marked from postnatal day 1 by expression of the luminal marker, K8, although initiating the trace in cells expressing the basal marker, K14, in cells at E17 did result in the parallel detection of both basal and luminal phenotypes [40]. Similar studies using a different reporter, *Axin2*, have suggested that outcomes of such lineage-tracing experiments may vary depending on the type of gene used to “tag” different cell subsets [41], and have raised questions as to the unknown specificity in the embryo of lineage markers established in adult mammary epithelial tissue.

Adult ER^+^ or ER^−^ luminal cells were also recently shown to (re)activate bipotent features when “passaged” in collagen gels under the kidney capsule of transplanted mice [5]. The structures produced contained cells with basal features (p63 and smooth muscle actin) and MRU activity detected in subsequently injected cleared fat pads. Specific (HGF-mediated) activation of Met [23] and expression of Slug and Sox9 [20] have also been found to confer MRU activity on luminal cells. Slug alone was active on CD61^+^ luminal progenitors, whereas Slug in combination with Sox9 converted both CD61^+^ and CD61^−^ (differentiated luminal cells) into MRUs. Thus it is tempting to speculate that the acquisition of a cell surface luminal phenotype may sometimes precede the irreversible molecular “shut-down” of bipotency and self-renewal mechanisms that operate in MRUs that have a basal phenotype, and which can then be reactivated by factors produced by fibroblasts. Indeed evidence for such a model of alternative/latent stem cell populations in the skin [42] and crypt of the small intestine [43],[44] that can be reactivated under defined conditions has recently been reported.

### Fibroblasts Secrete Novel Factors Important for Stimulating the Acquisition of MRU and CFC Activity

Our finding that the addition of fibroblasts to Matrigel cultures strongly promotes the regenerative activity of cells in all subsets of adult and fetal mammary cells with MRU and CFC activity raises the important question as to the molecular mediators involved and the downstream mechanism by which the biological response is elicited. Recent reports have shown that induced Wnt signalling stimulates or is involved in qualitatively similar responses by developing [41] or adult [18] mammary or adult intestinal epithelial stem cells [26]. Our CM experiments showed that some of the effects of the added 3T3 fibroblasts in our cultures could be elicited by soluble factors that they release, but this could not be mimicked by the addition of Wnt3a, bFGF, HGF, or CSF-1. On the other hand, a contribution of Wnt signaling cannot be entirely ruled out. A minor effect was in fact obtained using one of two Wnt inhibitors, although this latter experiment could also reflect nonspecific effects of the inhibitor or a role of Wnt signaling in the production or release of different factors that may mediate the effects obtained or cooperate with other factors. Additional experiments to elucidate all of these possibilities and define the numbers and type of factors involved as well as their mode of action will clearly be of great interest and of potential relevance to understanding mammary cell oncogenesis. The availability of a rapid and robust clonal assay to discriminate active agents as now described should greatly accelerate such future investigations.

### Fetal Cells Have a Higher Induced Regenerative Activity Compared to Adult Cells

Our findings also provide the first evidence, to our knowledge, of a greater induction of MRU activity in fetal as compared to adult mammary epithelial cells demonstrable at the single-cell level. A higher self-renewal activity of fetal stem cells has been well-documented in the hematopoietic system [45],[46] and in the neural system [11],[15]. Several transcription factors and chromatin regulators that have been implicated in maintaining the unique properties of these fetal stem cells include *Sox17*, *Ezh2*, *Lin28*, and *Hmga2* [11]–[13],[15],[47]. We predict that similar intrinsic programs may be operative in fetal mammary cells, given the increased potency in the regenerative behaviour of fetal cells compared with adult mammary cells as assessed under identical conditions. Reported evidence of differences in gene expression of fetal and adult mouse mammary cells that are enriched in MRUs [8],[48] are corroborated by our own analysis of the gene expression profiles of fetal (EpCAM^++^CD49f^+^) and adult basal (EpCAM^+^CD49f^+^) B6 populations that are likely largely overlapping and shown here to be enriched in inducible as well as directly detectable MRUs. Indeed, our analyses show that ∼40% of the differentially expressed genes were also identified in the datasets analyzed by Spike et al. 2012 [8]. These include molecular regulators such as *Sox11*, *Igf2bp1-3*, *Elf5*, and *Ezh2*.

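Igf2bp2, the other member of this family of mRNA-binding proteins, was represented by 2 probes that were well above background on all 6 arrays. The brighter probe had a mean log2 signal of 11.32 ± 0.04 (SD, n = 3) in fetal and 6.88 ± 0.20 (SD, n = 3) in adult basal cells, with a log2 fold change of 4.43 (standard error 0.12, Holm-adjusted p = 4.8e-05 in limma's test). The second probe gave 4.17 (standard error 0.12, Holm-adjusted p = 4.7e-05). Both calls were kept under every alternative, with log2 fold changes of 3.81 and 3.40 after the normexp correction. From the overlap of its called probes with those of Spike et al., the paper states that these regulators, the Igf2bp family with Sox11, Elf5 and Ezh2, were found in both comparisons.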

Taken together, our observations also appear relevant to growing evidence that some breast cancers may originate in luminal cells [23],[49], or expand from cells that have or may acquire luminal features [39]. The ease and rapidity with which this enormous proliferative potential of many normal mammary epithelial cells can be activated *in vitro* suggests that the mechanisms involved may also be targets of transforming events and act as covert contributors to the process of oncogenesis and clonal evolution in nascent breast cancers.

## Materials and Methods

### Mice

C57Bl6/J mice were used for all experiments and procedures approved by the Animal Care Committee of the University of British Columbia. Mice were considered E0.5 on the day of observed plug. All procedures involving mice were approved by the Animal Care Committee of the University of British Columbia.

### Cell Isolation

Mammary glands from 8–12-wk adult female and E18.5 fetal C57Bl6/J mice were digested overnight (adult) or for 1.5 h (fetal) at 37°C in DMEM/F12 medium containing 1 mg/ml collagenase A (Roche Diagnostics) and 100 U/ml hyaluronidase (Sigma) and single-cell suspensions obtained as described [3].

### 2D CFC Assays

Mammary cells and irradiated 3T3 fibroblasts were cultured for 6–7 d in media consisting of DMEM/F12 (3∶1, STEMCELL Technologies), 10% fetal bovine serum, 10 ng/ml EGF (Sigma), 1.8×10^−4^ M adenine (Sigma), 5 µg/ml insulin, 0.5 µg/ml hydrocortisone, 10^−10^ M cholera toxin (Sigma), and 10 µM Y-27632 (Reagents Direct). Cultures were incubated at 5% O_2_ unless indicated otherwise.

### *In vivo* Transplantations (MRU Assays)

These were performed as described [4] with the following modifications. We added 25% Matrigel (BD Biosciences) to the cell innoculum, and unless indicated otherwise, a silicone elastomer pellet containing 2 mg 17β-estradiol and 4 mg progesterone (E/P, Sigma) was implanted subcutaneously 3–4 wk posttransplant. Another 3–4 wk later, glands were fixed and stained. Outgrowths that contained a multiply branched structure were scored as positive. All MRU frequencies were calculated using ELDA software (http://bioinf.wehi.edu.au/software/elda/) [50].

### Matrigel Cultures

We combined 2.5×10^4^ irradiated 3T3 fibroblasts with the mammary cells in 200 µl of the same medium used for CFC assays, and the suspension was then placed on top of 50 µl of solidified (100%) Matrigel (Cat. No. 354234, BD Biosciences) previously added to each well of a 96-well plate. These cultures were then incubated at 37°C for 7 d in a humidified atmosphere containing 20% O_2_ without further medium addition or exchange. When other constituents were included, these were incorporated into the medium in which the test cells were initially suspended and, in all cases, the medium was not changed throughout the 7-d culture period. Additives tested were Wnt3a (R&D Systems), R-Spondin 1 (R&D Systems), XAV939 (Cellagen), mDKK1 (R&D Systems), bFGF (STEMCELL Technologies), mouse CSF-1 (STEMCELL Technologies), HGF (PeproTech), and 3T3 cell CM obtained by incubating the 3T3 cells in the 2D CFC assay medium for 48 h. To obtain a single-cell suspension from the 7-d cultures, 5 mg/ml dispase was first added for 1–1.5 h at 37°C and subsequently 0.25% trypsin/EDTA (both from STEMCELL Technologies) for 3–4 min at the end of which the cells were readily dissociated by pipetting. Transwell experiments were performed with scaled cultures in 24-well tissue culture plates with 1.0 µm pore size inserts.

### Flow Cytometry

Blocking of nonspecific antibody binding was performed by incubating cells for 10 min on ice in rat serum (Sigma) and anti-mouse CD16/32 Fc-gamma III/II Receptor antibody (Clone 2.4G2, STEMCELL Technologies). Mammary cells were depleted of hematopoietic, endothelial, and stromal cells using biotinylated antibodies to CD45 (clone 30-F11, Biolegend), erythroid cells (clone TER-119, Biolegend), CD31 (clone MEC 13.3, BD Pharmingen), and for adult cells only, also to BP-1 (clone 6C3, eBioscience), followed by streptavidin-eFluor780 (eBioscience) or streptavidin-phycoerythrin (PE, BD Pharmingen). Anti-CD49f-fluorescein isothiocyanate (FITC, clone GoH3, BD Pharmingen) and anti-CD326 (EpCAM)-AlexaFluor 647 (clone G8.8, Biolegend), and anti-CD61-PE (integrin β_3_) (clone 2C9.G2, BD Pharmingen) were used to isolate the fractions described. Cells were then exposed to 4′, 6-diamidino-2-phenylindole (DAPI) or propidium iodide (PI) to eliminate dead (DAPI^+^ or PI^+^) cells. The CD61^+^ fraction was isolated using fluorescence-minus-one controls, sorted from the adult luminal (CD45^−^CD31^−^Ter119^−^BP1^−^EpCAM^++^CD49f^+^) fraction. Cell sorting was performed using a FACSAria II or Influx II cell sorter (BD Biosciences).

### Immunohistochemistry

Single-cell derived structures in 96-well plates were fixed in 10% buffered formalin (Fisher) and subsequently washed in 70% ethanol. Structures were then individually removed and pooled for embedding in paraffin. We prepared 4 µm sections using Target Retrieval solution (DAKO), blocked using Cleanvision solution (Immunologic), and stained with an anti-cytokeratin 5 antibody (Clone AF138, Covance), anti-cytokeratin 8 antibody (ab 59400, Abcam), anti-cytokeratin 18 antibody (Clone E431-1, Millipore), anti-cytokeratin 14 antibody (LL002, Novocastra), and an anti-p63 antibody (Clone 4A4, BioCare Medical), and developed using the UltraVision ONE detection system (Fisher Scientific).

### Microarray Analysis

RNA was extracted using the Absolutely RNA Nanoprep kit (Agilent) from three biological replicates of purified CD31^−^CD45^−^Ter119^−^EpCAM^++^CD49f^+^ E18.5 fetal mammary cells and CD31^−^CD45^−^Ter119^−^BP-1^−^EpCAM^+^CD49f^+^ adult basal mammary cells. Total RNA quality was assessed with the Agilent 2100 bioanalyzer prior to microarray analysis. Samples with a RIN value of greater than or equal to 8.0 were deemed to be acceptable for microarray analysis. Samples were prepared following the Agilent One-Color Microarray-Based Exon Analysis Low Input Quick Amp WT Labeling v1.0. cRNA products were generated and hybridized to the Agilent SurePrint G3 Mouse GE 8x60K. Arrays were scanned with the Agilent DNA Microarray Scanner at a 3 µm scan resolution, and data were processed with Agilent Feature Extraction 11.0.1.1. Green processed signal was then quantile normalized with Agilent GeneSpring 12.0 and deposited at the gene expression omnibus (GSE46357).

To minimize multiple testing in comparing the data for the two sources of cells, we first eliminated probes that showed no/low activity in both adult basal and fetal cell datasets using a threshold for their elimination that was established by running a one-dimensional k-means algorithm (k = 3) on mean expression values for each probe in each dataset (three replicates each). The probes that fell in the lowest mean expression cluster in both datasets were thus identified and removed. This filtering left a total of 24,066 probes. 

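The same rule applied to the 27229 probes with a gene match left 20442 probes. The boundary of the lowest of the 3 k-means clusters was recomputed as 5.95 on the log2 scale, from the mean linear signal of each probe in each population. With the cutoff printed in Text S1, 5.89, the filter left 20561 probes. The number depended most on which probes entered, as 37830 probes were left when every probe other than controls was used, whether or not it matched a gene.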

Differential expression between the two datasets was then determined using the “lmFit” function in the R package “limma” and the Holm method to correct for the multiple testing methodology (R scripts available as Text S1). 

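On the 20442 probes left by the filter, limma's estimates used 3 arrays for each population, with no block for replicate number or slide. The smallest absolute moderated t among the called probes was 13.2. Every probe that passed the Holm threshold also differed by at least 2-fold, so the limit on the fold change removed none of the 2269. On simulated data with the means and replicate spread of the 20442 probes, 200 probes were changed by known amounts. The same fit and thresholds called 92 of the 200 (46.0%), each in the right direction, and none of the unchanged probes. Normalization and filter were not rerun. The noise was independent between probes, equal in spread for both populations and without a floor at low signal. These shares hold for that setting only.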

We thus identified 2,236 probes as showing a ≥2-fold difference between the two datasets using an adjusted *p* value of ≤0.05.

## Supporting Information

Figure S1 **Enhancing effects of low O_2_ and ROCKi on colony formation by fetal and adult cells.** CFC assays of unseparated E18.5 fetal cells (A, data pooled from 2–11 experiments) and unseparated adult cells (B, data pooled from three experiments). (C) CFC assays of purified basal and CD61^+^ luminal cells (data pooled from 3–18 experiments). All values shown are the mean ± SEM. Differences between results for 5% O_2_+ROCKi in all assays are significantly higher than corresponding results using 20% O_2_—ROCKi (*p*<0.05, one-way ANOVA with Bonferroni's multiple comparison test). (D) MRU assays of fetal and adult mammary epithelial cells in the absence and presence of an E/P pellet [results expressed per 100 EpCAM^++^ (fetal) or EpCAM^+^ (adult) cells]. Unseparated cells were used to estimate MRU numbers for adult (± E/P pellet, see Table S1, and purified EpCAM^++^ cells used to estimate MRU numbers for fetal (± E/P pellet), Table S3].
(TIF) Click here for additional data file.

Figure S2 **Lack of effect of low O_2_ and minimal effect of ROCKi on CFC production in Matrigel cultures.** (A) Values shown are the fold-changes in CFCs detected in 7-d cultures initiated with fetal, adult basal, or adult luminal cells incubated at 5% or 20% O_2_ and assayed for CFC activity under optimal 5% O_2_ conditions as compared to input CFC numbers (data pooled from 1–4 experiments). (B) Similarly calculated changes in CFC numbers in cultures initiated with fetal, adult basal, or adult luminal cells maintained at 20% O_2_ in the presence or absence of ROCKi (data pooled from three experiments).
(TIF) Click here for additional data file.

Table S1 **LDA of the enhanced MRU frequency in unseparated adult mammary cells tested in recipients given an E/P pellet.** Data pooled from five experiments.
(PDF) Click here for additional data file.

Table S2 **LDA of the MRU frequency in different adult mammary basal and CD61^+^ luminal subsets.** Data pooled from two experiments.
(PDF) Click here for additional data file.

Table S3 **LDA of the MRU frequency in unseparated E18.5 fetal mammary cells.** Data pooled from two experiments.
(PDF) Click here for additional data file.

Table S4 **LDA of the MRU frequency in purified fetal mammary subsets.** Data pooled from four experiments.
(PDF) Click here for additional data file.

Table S5 **LDA of the MRU frequency in 7-d Matrigel cultures initiated with fetal mammary cells.** Cultures were initiated with 325 (Exp 1) or 300 (Exp 2) unseparated fetal mammary cells (containing a calculated number of EpCAM^+^ cells) and co-cultured with irradiated 3T3 fibroblasts for 7 d. The contents of each well were then individually dissociated and assayed as described in Materials and Methods. The output MRU values are derived from the data pooled from both experiments.
(PDF) Click here for additional data file.

Table S6 **LDA of the MRU frequency 7-d Matrigel cultures initiated with adult mammary cells.** Cultures were initiated with 300 unseparated adult mammary cells (containing a calculated number of EpCAM^+^ cells) and co-cultured with irradiated 3T3 fibroblasts for 7 d. The contents of each well were then individually dissociated and assayed as described in Materials and Methods. The output MRU values are derived from the data pooled from all three experiments.
(PDF) Click here for additional data file.

Table S7 **LDA of the MRU frequency in 7-d Matrigel cultures initiated with single mammary epithelial cells from different sources.** Cells in cultures containing a visible structure derived from single EpCAM^++^ fetal, adult basal, or luminal cells were dissociated and assayed for MRUs as described in Materials and Methods.
(PDF) Click here for additional data file.

Table S8 **Evidence that MRUs generated in 7-d Matrigel cultures produce daughter MRUs when they regenerate glands** ***in vivo*** **.** Matrigel cultures were initiated with fetal (seven single-cell cultures) or adult basal (four single-cell cultures, and one initiated with five cells) or adult luminal cells (five cultures each with six cells). Seven days later, a single cell suspension was prepared from each culture and the entire suspension injected into a cleared fat pad. Another 6–8 wk later, the 18 fat pads were individually dissociated into a single cell suspension and varying proportions of the harvested cells then transplanted into cleared fat pads of secondary mice. Another 6–8 wk later, these were scored for the presence or absence of a regenerated gland.
(PDF) Click here for additional data file.

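Table S9 gives for each probe the log2 difference between adult basal and fetal cells, with positive values for transcripts higher in adult basal cells, the moderated t, the p value and its Holm-adjusted value, and the mark from Spike et al. The copy used here held the first 1998 of its 2262 rows. Of these, 1873 were tested here, and 1869 were called. All 1873 had the same direction as in the table. The fitted values, those of probes near the background among them, differed from the table's by a median of 0.075 and by at most 0.24 on the log2 scale. From the deposited normalized values in place of those normalized here, the differences to the paper's column were at most 5.1e-06.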

Table S9 **List of 2,262 transcripts detected in Agilent arrays of extracts of E18.5 fetal and adult basal cells in comparison with their regulation in Spike et al. 2012** [**8**] **.**
(XLS) Click here for additional data file.

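Text S1 holds the steps that lead from the normalized table to the list of called probes. Probes without an Entrez gene identifier are removed, the replicates of each population are averaged on the linear scale, and the log2 means of both populations are pooled and divided into 3 clusters by k-means. Probes whose mean lies under the resulting cutoff in both populations are dropped before limma is fitted to the difference of basal and E18.5 cells.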

Text S1 **R scripts used to select significantly differentially expressed genes in the comparison of fetal and adult basal cell subsets analyzed.**
(TXT) Click here for additional data file.

## Abbreviations

bFGF: basic fibroblast growth factor
CFC: colony-forming cell
CM: conditioned media
CSF-1: colony stimulating factor 1
DAPI: 4′, 6-diamidino-2-phenylindole
E: embryonic day
E/P: estrogen/progesterone
ER: estrogen receptor
FITC: fluorescein isothiocyanate
HGF: hepatocyte growth factor
K: keratin
LDA: limiting dilution analysis
MRU: mammary repopulating unit
PE: phycoerythrin
PI: propidium iodide
ROCKi: Rho-associated kinase inhibitor

# Supplementary material for: Developmental Changes in the in Vitro Activated Regenerative Activity of Primitive Mammary Epithelial Cells
**Source:** PLoS Biol. 2013 Aug 13;11(8):e1001630. doi: 10.1371/journal.pbio.1001630
**Supplement:** Table S1 — LDA of the enhanced MRU frequency in unseparated adult mammary cells tested in recipients given an E/P pellet. Data pooled from five experiments.

**Table S1.**

| <b>Use of<br/>E/P pellet</b> | <b>Cell<br/>dose</b> | <b>Positive fat pads/<br/>total</b> | <b>MRU frequency<br/>(95% CI)</b> |
|------------------------------|----------------------|-------------------------------------|-----------------------------------|
| <b>+</b>                     | 1,000                | 7/8                                 | 1/480<br>(1/200 – 1/1,200)        |
|                              | 2,500                | 1/4                                 | 1/5,000                           |
| <b>-</b>                     | 2,000                | 0/3                                 | (1/2,400 – 1/10,600)              |
|                              | 1,000                | 6/20                                |                                   |
|                              | 500                  | 0/7                                 |                                   |

# Supplementary material for: Developmental Changes in the in Vitro Activated Regenerative Activity of Primitive Mammary Epithelial Cells
**Source:** PLoS Biol. 2013 Aug 13;11(8):e1001630. doi: 10.1371/journal.pbio.1001630
**Supplement:** Table S2 — LDA of the MRU frequency in different adult mammary basal and CD61+ luminal subsets. Data pooled from two experiments.

**Table S2.**

| <b>Use of<br/>E/P pellet</b> | <b>Fraction</b>                                                              | <b>Cell<br/>dose</b> | <b>Positive fat<br/>pads/total</b> | <b>MRU frequency<br/>(95% CI)</b> |
|------------------------------|------------------------------------------------------------------------------|----------------------|------------------------------------|-----------------------------------|
| <b>+</b>                     | EpCAM <sup>+</sup> CD49f <sup>+</sup><br>(Basal)                             | 250                  | 3/5                                | 1/290                             |
|                              |                                                                              | 50                   | 1/6                                | (1/100 – 1/780)                   |
|                              |                                                                              | 10                   | 0/5                                |                                   |
| <b>+</b>                     | EpCAM <sup>++</sup> CD49f <sup>low/-</sup><br>CD61 <sup>+</sup><br>(Luminal) | 5,000                | 3/7                                | 1/8,900<br>(1/2,800 - 1/28,000)   |

# Supplementary material for: Developmental Changes in the in Vitro Activated Regenerative Activity of Primitive Mammary Epithelial Cells
**Source:** PLoS Biol. 2013 Aug 13;11(8):e1001630. doi: 10.1371/journal.pbio.1001630
**Supplement:** Table S3 — LDA of the MRU frequency in unseparated E18.5 fetal mammary cells. Data pooled from two experiments.

**Table S3.**

| <b>Use of<br/>E/P pellet</b> | <b>Cell<br/>dose</b> | <b>Positive fat pads/<br/>total</b> | <b>MRU frequency<br/>(95% CI)</b> |
|------------------------------|----------------------|-------------------------------------|-----------------------------------|
| -                            | 25,000               | 2/2                                 | 1 /1,000                          |
|                              | 5,000                | 2/3                                 | (1/500 - 1/2,500)                 |
|                              | 1,000                | 5/7                                 |                                   |
|                              | 500                  | 3/4                                 |                                   |
|                              | 100                  | 1/2                                 |                                   |

# Supplementary material for: Developmental Changes in the in Vitro Activated Regenerative Activity of Primitive Mammary Epithelial Cells
**Source:** PLoS Biol. 2013 Aug 13;11(8):e1001630. doi: 10.1371/journal.pbio.1001630
**Supplement:** Table S4 — LDA of the MRU frequency in purified fetal mammary subsets. Data pooled from four experiments.

**Table S4.**

| <b>Use of<br/>E/P pellet</b> | <b>Fraction</b>     | <b>Cell<br/>dose</b> | <b>Positive fat<br/>pads/total</b> | <b>MRU frequency<br/>(95% CI)</b> |
|------------------------------|---------------------|----------------------|------------------------------------|-----------------------------------|
| <b>+</b>                     | EpCAM <sup>-</sup>  | 10,000               | 0/8                                | <1/75,000                         |
| <b>+</b>                     | EpCAM <sup>+</sup>  | 500                  | 6/8                                | 1/360<br>(1/150 - 1/860)          |
| <b>+</b>                     | EpCAM <sup>++</sup> | 250                  | 4/4                                | 1/50                              |
|                              |                     | 50                   | 8/15                               | (1/30 - 1/100)                    |
|                              |                     | 10                   | 3/11                               |                                   |
| <b>-</b>                     | EpCAM <sup>++</sup> | 2,000                | 4/4                                | 1/130                             |
|                              |                     | 500                  | 4/4                                | (1/60 - 1/280)                    |
|                              |                     | 200                  | 0/2                                |                                   |
|                              |                     | 100                  | 4/4                                |                                   |
|                              |                     | 50                   | 1/4                                |                                   |
|                              |                     | 10                   | 1/6                                |                                   |

# Supplementary material for: Developmental Changes in the in Vitro Activated Regenerative Activity of Primitive Mammary Epithelial Cells
**Source:** PLoS Biol. 2013 Aug 13;11(8):e1001630. doi: 10.1371/journal.pbio.1001630
**Supplement:** Table S5 — LDA of the MRU frequency in 7-d Matrigel cultures initiated with fetal mammary cells. Cultures were initiated with 325 (Exp 1) or 300 (Exp 2) unseparated fetal mammary cells (containing a calculated number of EpCAM+ cells) and co-cultured with irradiated 3T3 fibroblasts for 7 d. The contents of each well were then individually dissociated and assayed as described in Materials and Methods. The output MRU values are derived from the data pooled from both experiments.

**Table S5.**

| <b>Exp No.</b> | <b>EpCAM<sup>+</sup> cells/well</b> | <b>Input MRU (95% CI)</b> | <b>Fraction of well/ fat pad</b>        | <b>Positive fat pads/total</b> | <b>Output MRU/well (95% CI)</b> | <b>MRU/ 100 input EpCAM<sup>+</sup> cells</b> |
|----------------|-------------------------------------|---------------------------|-----------------------------------------|--------------------------------|---------------------------------|-----------------------------------------------|
| 1              | 30                                  | 0.5<br>(0.2 - 1)          | 1/6 <sup>th</sup><br>1/12 <sup>th</sup> | 4/4<br>2/4                     | 16<br>(8 - 30)                  | 53<br>(27 - 100)                              |
| 2              | 30                                  |                           | 1/10 <sup>th</sup>                      | 6/7                            |                                 |                                               |

# Supplementary material for: Developmental Changes in the in Vitro Activated Regenerative Activity of Primitive Mammary Epithelial Cells
**Source:** PLoS Biol. 2013 Aug 13;11(8):e1001630. doi: 10.1371/journal.pbio.1001630
**Supplement:** Table S6 — LDA of the MRU frequency 7-d Matrigel cultures initiated with adult mammary cells. Cultures were initiated with 300 unseparated adult mammary cells (containing a calculated number of EpCAM+ cells) and co-cultured with irradiated 3T3 fibroblasts for 7 d. The contents of each well were then individually dissociated and assayed as described in Materials and Methods. The output MRU values are derived from the data pooled from all three experiments.

**Table S6.**

| <b>Exp No.</b> | <b>EpCAM<sup>+</sup> cells/well</b> | <b>Input MRU (95% CI)</b> | <b>Fraction of well/fat pad</b>         | <b>Positive fat pads/total</b> | <b>Output MRU/well (95% CI)</b> | <b>MRU/ 100 input EpCAM<sup>+</sup> cells</b> |
|----------------|-------------------------------------|---------------------------|-----------------------------------------|--------------------------------|---------------------------------|-----------------------------------------------|
| 1              | 80                                  | 0.6<br>(0.2 - 1.6)        | 1/6 <sup>th</sup><br>1/20 <sup>th</sup> | 4/4<br>1/4                     | 11<br>(5 - 23)                  | 14<br>(6 - 29)                                |
| 2              | 80                                  | 0.6<br>(0.2 - 1.6)        | 1/20 <sup>th</sup>                      | 1/3                            |                                 |                                               |
| 3              | 80                                  | 0.6<br>(0.2 -1.6)         | 1/20 <sup>th</sup>                      | 1/3                            |                                 |                                               |

# Supplementary material for: Developmental Changes in the in Vitro Activated Regenerative Activity of Primitive Mammary Epithelial Cells
**Source:** PLoS Biol. 2013 Aug 13;11(8):e1001630. doi: 10.1371/journal.pbio.1001630
**Supplement:** Table S7 — LDA of the MRU frequency in 7-d Matrigel cultures initiated with single mammary epithelial cells from different sources. Cells in cultures containing a visible structure derived from single EpCAM++ fetal, adult basal, or luminal cells were dissociated and assayed for MRUs as described in Materials and Methods.

**Table S7.**

| <b>Cell source</b> | <b>Fraction of well/fat pad</b> | <b>Positive fat pads/total</b> | <b>Output MRU/well (95% CI)</b> |
|--------------------|---------------------------------|--------------------------------|---------------------------------|
| Fetal              | 100%                            | 6/7                            | 8                               |
|                    | 60%                             | 7/7                            | (5 - 15)                        |
|                    | 10%                             | 15/18                          |                                 |
|                    | 1%                              | 1/3                            |                                 |
| Adult Basal        | 100%                            | 12/14                          | 2                               |
|                    | 10%                             | 2/4                            | (1 - 4)                         |
| Adult Luminal      | 100%                            | 3/9                            | 0.4                             |
|                    | 10%                             | 0/1                            | (0.1 - 1)                       |

# Supplementary material for: Developmental Changes in the in Vitro Activated Regenerative Activity of Primitive Mammary Epithelial Cells
**Source:** PLoS Biol. 2013 Aug 13;11(8):e1001630. doi: 10.1371/journal.pbio.1001630
**Supplement:** Table S8 — Evidence that MRUs generated in 7-d Matrigel cultures produce daughter MRUs when they regenerate glands in vivo . Matrigel cultures were initiated with fetal (seven single-cell cultures) or adult basal (four single-cell cultures, and one initiated with five cells) or adult luminal cells (five cultures each with six cells). Seven days later, a single cell suspension was prepared from each culture and the entire suspension injected into a cleared fat pad. Another 6–8 wk later, the 18 fat pads were individually dissociated into a single cell suspension and varying proportions of the harvested cells then transplanted into cleared fat pads of secondary mice. Another 6–8 wk later, these were scored for the presence or absence of a regenerated gland.

**Table S8.**

| <b>Cell source</b>          | <b>No. of starting cells / culture</b> | <b>No. of cultures tested</b> | <b>% of 1°regenerated gland / 2°fat pad</b> | <b>No. of positive 2°fat pads</b> |
|-----------------------------|----------------------------------------|-------------------------------|---------------------------------------------|-----------------------------------|
| Fetal                       | 1                                      | 1                             | 50%                                         | 1                                 |
|                             | 1                                      | 3                             | 30%                                         | 3                                 |
|                             | 1                                      | 3                             | 10%                                         | 2                                 |
| <b>Total fetal cultures</b> |                                        | <b>7</b>                      |                                             | <b>6</b>                          |
| Adult basal                 | 1                                      | 2                             | 30%                                         | 1                                 |
|                             | 1                                      | 1                             | 10%                                         | 1                                 |
|                             | 1                                      | 1                             | 5%                                          | 0                                 |
|                             | 5                                      | 2                             | 30%                                         | 2                                 |
| Adult luminal               | 6                                      | 4                             | 100%                                        | 4                                 |
|                             |                                        | 1                             | 30%                                         | 1                                 |
| <b>Total adult cultures</b> |                                        | <b>11</b>                     |                                             | <b>9</b>                          |

How the deposited data were processed for this re-analysis (not part of the article)

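RNA of 3 E18.5 fetal and 3 adult basal mammary cell samples (adult mice of 8–12 wk), sorted as described in the methods, was hybridized to one-color Agilent SurePrint G3 Mouse GE arrays, 1 array for each sample. The condition and replicate number of each array were taken from the sample labels, and the populations and number of replicates match the methods. The labels and the methods differ in the labelling kit, as given beside the description of the experiment.

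The authors deposited 2 kinds of values. The first is the spot intensity from the scanner: Feature Extraction 11.0.1.1 subtracted background and spatial trends within each array, and the deposited processed signal is linear and not normalized between arrays. The median and local background intensities of the spots were deposited beside it. The second is a table of log2 values, which the authors quantile normalized in GeneSpring 12.0, and which Text S1 lists as part of a table of 16 arrays. The other 10 arrays were not used here. All columns of the 6-array table were used. Each column of the log2 table followed the scanner values of its own array more closely than those of any other array, with correlations of deviations from the probe means between 0.971 and 0.996.

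The main values were computed here from the processed signal. Control spots and spots marked as outliers by Feature Extraction (between 104 and 326 spots on an array) were left out, log2 values of spots of the same probe were averaged, and the 6 arrays were quantile normalized. Probe accessions were matched without version numbers to a RefSeq gene table of the GRCm38.p6 assembly, whose coordinates are not used because the array design names another assembly. Of 55681 probes, 27229 matched 20656 genes. Current gene symbols from that table are used. The boundary between the lowest and the middle of 3 k-means clusters (100 starts, seed 1) was placed at the midpoint between them, and probes below it in both populations were removed, which left 20442. Differences were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and probes were called at a Holm-adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Tables were assembled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

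Lists of marker genes for basal and luminal mammary cells, proliferation, the interferon response, the integrated stress response, immediate early and heat shock genes, fibroblasts, leukocytes, endothelium, salivary gland and epidermis were fixed before the data were examined, as were the alternatives below unless stated otherwise. They were tested with limma's camera at a preset correlation of 0.01 between genes, 2-sided, with Benjamini-Hochberg adjustment over the 11 lists, 1 probe per gene (the brightest that passed the filter) and at least 5 genes. A further list, of imprinted genes, was added after the values of 1 imprinted gene had been seen. Where a gene had several probes, the probe with the highest mean over the 6 arrays was reported as the main one, and the others where they differed. The genes named in the text were fixed by a rule at the same time: those the paper names in its microarray results or discussion, the sort antigens, the stained markers, genes for a check of sex, the 5 probes in each direction with the largest fold change among called probes well above background on all 6 arrays, and the members of a list where that list is discussed.

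The number of arrays, 3 in each population, limits the precision. Between 76.4% and 83.3% of probes were well above background on an array, no spot was saturated, and differences of probes not well above background in a whole population are given as bounds. On simulated data with 200 changed probes among 20442, the fit with Holm adjustment recovered 46.0% of the changed probes and called no unchanged probe, and with Benjamini-Hochberg adjustment it recovered 183 of them and called 2 unchanged probes. A simulated list raised by 1 log2 unit was found by camera, and 2 of 50 unchanged lists had an unadjusted p under 0.05. The simulated noise was independent between probes, so these lists cannot check the preset correlation between genes. The results of the marker lists depend on that setting, and the simulation gives no error rate for them.

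The alternatives were normalization to the 75th percentile, the deposited normalized values, a normexp background correction (offset 50), the cutoff of Text S1, no low-signal filter, a filter on probes well above background, all probes whether or not they match a gene, Benjamini-Hochberg adjustment, eBayes with a trend and robust estimation, an offset of 16 before log2, each array left out in turn, replicate number as a block, slide as a block, the rotation test fry, an estimated correlation in camera, and the mean of a gene's probes. The normexp correction was planned on the mean spot intensity and was run on the median spot intensity, with the local background median. Benjamini-Hochberg adjustment is the main setting of the marker lists and so was no alternative there. The offset of 16 was first run on the probes of the main filter and then, after its result was seen, with the filter recomputed. The deposited normalized values combined with the cutoff of Text S1 were added after the data were seen. The comparison with Spike et al. was limited to the marks in the first 1998 of the 2262 rows of Table S9, and the arrays of that study were not analysed here.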

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

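All tests in this part were chosen after the count they concern had been seen. No group held enough samples for a check of single outlying arrays, as each had 3.

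The paper's list is limited to probes with an Entrez gene identifier. In the fit of every probe other than controls, 37830 probes passed the low-signal filter, and 16882 of them had no match to a gene here. Of these unmatched probes, 352 were called by limma with Holm adjustment, 200 higher in E18.5 fetal cells and 152 higher in adult basal cells. At least 112 of the 352 are in Table S9 (in the first 1998 of 2262 rows), where the authors' annotation did give them a gene. By the names the array files give them, 156 of the called probes lie in regions of long intergenic RNAs, 50 on Ensembl transcripts, 23 on RefSeq accessions that the gene table does not hold, and 123 on other transcripts. Absolute log2 fold changes ran from 1.41 to 8.09, and 270 of the probes were well above background on all 6 arrays.

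Normalization is argued against as the source, since division of each array by its 75th percentile gave 376 such calls, and the deposited normalized values gave 348. With slide as a block 191 unmatched probes were called, 184 of them among the 352. This is a fall by more than the factor of 1.5 that had been set beforehand as the mark of a slide effect. The probes that kept their call argue against slide as the whole source, a reading made after this value was seen. For the 168 probes that lost their call slide cannot be told apart. The median ratio of their absolute log2 fold change with the block to that without it was 1.00145, but these probes were selected for a small spread within populations that lie on both slides, so that a ratio near 1 excludes nothing. A contribution of slide stays open. The block also takes a degree of freedom, and a block of replicate number, which does not pair the samples, gave 127. Leaving out 1 array gave between 109 calls (without fetal replicate 1) and 240 (without adult basal replicate 2). The splits of the arrays cannot exclude chance by themselves. Only 1 of the 10 splits into 3 and 3 arrays gave as many calls, and 10 splits cannot give a share under 0.05. The other 9 gave 0 by limma with Holm adjustment, with 51 to 335 unmatched probes at an unadjusted p under 0.05 against 7401 in the real split, but each of them mixes the populations. For the single called probes, Holm's adjustment over the 37830 probes does exclude chance at its level, as far as the assumptions of limma hold. The stage of development, which the design names, stays open as an explanation and was not tested apart from the sort and the digestion.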

How the results depend on the processing

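The deposited normalized values combined with the cutoff of Text S1 were added after the data were seen, and gave 2251 called probes of 20535 tested. The offset of 16 was planned, but its low-signal filter was recomputed only after a first result had been seen. The normexp correction was planned on the mean spot intensity and run on the median. All remaining alternatives were run as planned.

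The number of called probes, 2269, stayed within 1.5 times under normalization to the 75th percentile (2432), the deposited normalized values (2275), the normexp correction (2658), the cutoff of Text S1 (2248), the filter on probes well above background (2021), all probes (2102), the variance trend (3355), the offset of 16 (2933) and the slide block (1541). Without a low-signal filter 1182 probes were called, 619 higher in fetal and 563 higher in adult basal cells, and the cause was not tested. Benjamini-Hochberg adjustment, a less strict criterion on the same p values, gave 6130 probes, 3266 and 2864 in the same order. With the trend, the 1590 probes higher in adult basal cells were more than 1.5 times the 1059 of the main setting, and with the slide block the 801 probes higher in fetal cells were fewer than 1210 by more than that factor; the cause was not tested. Leaving out 1 array gave from 948 to 1949 calls, from 498 to 1028 higher in fetal and from 429 to 921 higher in adult basal cells, with fewer arrays and fewer degrees of freedom. No probe of the 2269 changed its direction under any alternative in which it was tested.

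With the replicate block, 1303 probes were called, 695 higher in fetal and 608 higher in adult basal cells. The replicate numbers do not pair the samples: over the tested probes the correlations of deviations from the group means were -0.03, 0.09 and 0.05 for the 3 pairs of the same number, and from -0.13 to 0.12 for the others. Only 1 of the 10 splits of the 6 arrays into 3 and 3 gave as many calls as the real one, and splits as few as these cannot exclude chance by themselves. The other 9, each of which mixes the populations, gave 0 calls by limma with Holm adjustment, with between 24 and 236 probes at an unadjusted p under 0.05, against 13221 in the real split. For the single called probes, Holm's adjustment over the 20442 tested does exclude chance at its level, as far as the assumptions of limma hold. Slide is argued against as the source of most calls, as 1541 probes were called with slide in the fit and 1513 of these were among the 2269.

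The low-signal filter left between 20410 and 20550 probes with 1 array left out, 15724 after the normexp correction and 37830 when every probe was used, an increase due to the 55681 probes that entered. The top 1% in each direction, 23 probes, follows the number of calls, with 12 without a filter, 61 with Benjamini-Hochberg adjustment, 13 with the replicate block, 15 with the slide block and from 9 to 19 with 1 array left out. No probe choice by mean of probes applies to these counts.

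For the named genes, 26 probes were followed, and 17 kept their direction and their side of the threshold under every alternative. Over all of these probes and alternatives, 441 values were unchanged in this sense, 25 lost the threshold, 14 passed it in the alternative only and 7 changed direction. Epcam lost it under 9 alternatives, Igf2bp3 under 10, Mmp3 under 4 and Krt5 under 2, while Itga1 (its brighter probe) passed under 7, Hmga2 under 6 and Trp63 under 1. The reversed values belong to 2 probes without a detectable difference. Lin28a, at -0.01, was at 0.075 without adult basal replicate 2, 0.035 without fetal replicate 2 and 0.040 without fetal replicate 3, and ran from -0.12 to 0.075 over all arrays left out. Itga6, at 0.01, was at -0.0089 with the normexp correction, -0.083 without adult basal replicate 2, -0.013 without adult basal replicate 3 and -0.024 without fetal replicate 1, and ran from -0.083 to 0.13 over all arrays left out. The cause was not tested for these. After the normexp correction and with the offset of 16, Sox17 and Ptprc did not pass the low-signal filter, so those alternatives gave no value.

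Fold changes moved with the treatment of low signal, for probes near the background and for others: the fitted log2 fold change of Sox11 (its brighter probe) was 9.01, 5.23 after the normexp correction and 6.84 with the offset of 16. Of probes well above background on all 6 arrays, Elf5 was at 7.55, 6.10 and 7.00 in the same order, Myh11 at -8.63, -7.46 and -8.25, Aldh1a3 at 7.11, 6.29 and 6.85, and Ezh2 at 2.21, 2.18 and 2.20.

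Of the 11 marker lists, 9 had a camera p under 0.05 after Benjamini-Hochberg adjustment, 11 with fry and 0 with an estimated correlation between genes. Unlike camera, fry does not compare a list with the other genes, so a list can pass it where most probes differ. With the estimated correlation, the adjusted p was 0.24 for basal mammary genes and for proliferation, 0.26 for the integrated stress response, 0.30 for luminal mammary genes, the interferon response, immediate early and heat shock genes, salivary gland and endothelium, and 0.34 for leukocytes. The fibroblast list, with a median log2 fold change of -0.90 and an adjusted p of 0.059, passed without a filter and with the filter on probes well above background (both at a median of -0.98), with the replicate block (median -0.90) and with fry (adjusted p = 0.0088). The epidermis list passed without a filter (median 0.96) and with fry (adjusted p = 0.0026). The endothelial list did not pass with the offset of 16 (median -0.90). The cause was not tested. With 1 array left out the medians ran from -1.09 to -0.61 for fibroblasts, -1.75 to -1.08 for leukocytes, -1.64 to -0.91 for endothelium, 0.67 to 1.28 for epidermis and 3.11 to 5.87 for salivary gland, and the directions of all lists were kept. The salivary median, 5.79, was also at 0.40 without a filter, 0.63 with all probes and 3.21 with the filter on probes well above background. Too few genes were left for a value after the normexp correction for leukocytes, endothelium and epidermis, and with the offset of 16 for leukocytes.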

Differences from the paper's values

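No value stated by the paper differed from the one here by the limits used, which for counts was a factor of 1.5. There were 2269 called probes here, against the paper's 2262 in the results and the paper's 2236 in the methods, and the filter left 20442 probes here and the paper's 24066. The probe sets therefore differed, and Holm's adjustment here was over fewer probes, so the near-equal counts are not of the same probes throughout. For the 12 probes of named genes that Table S9 lists, the fitted log2 fold changes differed from the paper's by 0.038 to 0.24, within the replicate SD where the probe was measured in both populations. Where it has only a bound, no bound was over 1.5 times the paper's fold. This limit could hardly be passed, as a bound lies below the value fitted to the same arrays.

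For Itga1 the paper places the gene among those higher in adult basal cells. The probe that Figure 8B and Table S9 hold was called here too. The brighter of its 2 probes had this direction but not a call here (Holm-adjusted p = 0.080 by limma). It was called under normalization to the 75th percentile, the normexp correction, Benjamini-Hochberg adjustment, the trend, the offset of 16, the mean of probes and without adult basal replicate 2.

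Of the names printed in Figure 8B, LOC100046808 and D930026N18Rik are not among the top 1% here, as no probe was matched to a gene under either name. In their place, Pbk (log2 fold change 7.56, well above background on 1 of 3 adult basal arrays) is among the 23 probes towards fetal cells and Car6 (at least 44.8-fold) among those towards adult basal cells. Both were chosen for mention after their values were seen.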

Other observations

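The list of imprinted genes, its test, the H19 probes and the use of the fibroblast list beside them were chosen after values had been seen. All other tests in this part were planned, but the reading of the salivary gland test was settled after its values were seen. All list tests use camera with Benjamini-Hochberg adjustment over 11 lists unless stated. Of the 11 lists none holds when the correlation between genes is estimated from the data (lowest adjusted p 0.24). With fry all 11 hold (highest adjusted p 0.013), but fry does not compare a list with the other genes. As 13221 of the 20442 tested probes had an unadjusted p under 0.05 by limma, a list can pass with fry without standing out. The values from fry are therefore weak support. Counts of called genes are given over all probes tested, and then as adjusted over the list alone.

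Proliferation genes were higher in fetal cells. All 14 genes of the list were higher there, the median log2 fold change was 5.78 (5.69 with bounds in place of the fitted values), and the adjusted p was 9.1e-08. Of these, 13 were called, and 13 adjusted over the list alone. Mki67 was at 14.66 ± 0.11 (SD, n = 3) in fetal and 8.68 ± 1.01 (SD, n = 3) in adult basal cells, while Tyms did not differ (log2 fold change 0.10). The result is consistent with a larger share of cycling cells in the fetal sort, and part of the differences between the populations may follow the cell cycle. A difference in the stage of development or in cell composition was not tested apart from it.

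Basal mammary genes were higher in adult basal cells, 10 of 10, with a median of -4.01 and an adjusted p of 2.0e-05; 8 were called, and 8 adjusted over the list alone. Among the stained markers, Krt5 had a log2 fold change of -3.90 (Holm-adjusted p = 0.0039 by limma, but 0.052 without adult basal replicate 1 and 0.058 without fetal replicate 1), Krt14 of -1.20 (Holm-adjusted p = 1.0, with an SD of 1.14 in adult basal cells), Krt8 of 0.44 and Krt18 of 0.58 (neither called). The probes of Trp63 differed, with -0.08 for the brighter one and -3.06 (Holm-adjusted p = 1.9e-04) for the other. The basal list holds Myh11, which the paper names.

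Luminal mammary genes were higher in fetal cells, 13 of 16, with a median of 2.23 and an adjusted p of 0.0014; 9 were called towards fetal cells, and adjusted over the list alone 9 towards fetal and 2 towards adult basal cells. The paper and Figure 8B name 3 of them, Elf5, Aldh1a3 and Ehf. Without these the adjusted p was 0.031, with 10 of 13 genes higher in fetal cells and a median of 0.58. Foxa1 (log2 fold change 6.46), Wfdc18 (5.58), Cldn3 (4.39) and Kit (4.00) were called, whereas Krt19 (-1.22), Esr1 (by its 1 probe that passed the low-signal filter) and Prlr (-0.35) went the other way. A luminal program that extends beyond the named genes may therefore be present in the fetal population, in part of the list only. Whether single fetal cells carry it, or a subset of cells in the sort, was not tested.

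Figure 8B holds Gdf15 and Fgf21 among genes higher in adult basal cells. The rest of the integrated stress response list was also higher there, with 10 of 13 genes, a median of -0.96 and an adjusted p of 0.0078; the full list had a median of -1.38 and an adjusted p of 0.0011, with 7 genes called towards adult basal cells, and adjusted over the list alone 8 towards adult basal and 1 towards fetal cells. Asns, Trib3, Chac1, Ddit3 and Slc7a11 were called with log2 fold changes from -5.79 to -1.94 (Slc7a11, the largest, was well above background on 1 of 3 fetal arrays), and Atf3 went the other way (1.27). A stress response in the adult cells, which were digested overnight and the fetal cells for a shorter time, is a candidate explanation. Age and digestion coincide in this design and were not tested apart. The immediate early and heat shock list was higher in fetal cells (median 1.57, 11 of 14 genes, adjusted p = 0.0032), with 3 genes called, and 8 adjusted over the list alone. These values argue against a higher level of these transcripts, as a set, in the adult cells. They do not exclude a dissociation response of the adult cells in other genes or at an earlier time. The cells were measured only after the sort, and their digestions differed in length. Nr4a1 was at 17.23 in fetal and 13.73 in adult basal cells.

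Ifit1 and Ifit3 are in Figure 8B as well. Without them the interferon list was higher in adult basal cells, with 9 of 10 genes, a median of -3.95 and an adjusted p of 6.3e-04; the full list had a median of -4.41 and an adjusted p of 5.3e-05, with 7 genes called towards adult basal and 1 towards fetal cells, and 11 and 1 adjusted over the list alone. Isg15 (log2 fold change -4.55), Oasl2 (-5.72), Usp18 (-5.40) and Irf7 (-3.63) were called. Cxcl10 had the opposite direction (3.36, called). This may reflect an interferon response in the adult cells; its trigger was not tested.

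Smr3a, Dcpp1 and Dcpp2, known from salivary gland, are among the fetal genes of Figure 8B. The salivary list was higher in fetal cells (median 5.79, but 3.11 without adult basal replicate 3 and 0.40 without a low-signal filter, 6 of 9 genes, adjusted p = 0.0091, with 5 called, and adjusted over the list alone 5 towards fetal and 1 towards adult basal cells), but without these 3 genes its adjusted p was 0.31 (2.6e-04 with fry), with 3 of 6 genes higher in fetal cells. Of 6 other abundant salivary genes, 2 (Aqp5 and Smr2) were well above background on all fetal arrays and higher there without overlap. Bpifa2 was lower in fetal cells (log2 fold change -0.43), Cst10 did not differ (-0.17), Smgc was not well above background on any array and Prol1 was on 1 array of each population. Before the test, all 6 being higher in fetal cells had been set as the mark of salivary cells, and most of them not being well above background as the mark against. The outcome lay between, as 4 of the 6 were well above background on all fetal arrays. Dcpp3, of the same family as the figure's genes, was higher in fetal cells as well (6.21, called), as was Aqp5 (5.79, called), and both go with salivary cells. The reading that salivary gland cells are not the whole source rests on the 4 abundant genes that were not higher, and was made after these values were seen. A small share of such cells, or expression by the fetal mammary cells themselves, stays open.

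Postn and Prrx1 are among the adult basal genes of Figure 8B. The fibroblast list moved towards adult basal cells in 8 of 9 genes (median -0.90) without passing the threshold (adjusted p = 0.059; 1 gene called, and adjusted over the list alone 4 towards adult basal and 1 towards fetal cells). It did pass without adult basal replicate 1 (0.040) and without fetal replicate 3 (0.044). Dcn was higher in adult basal cells (log2 fold change -3.78, called), while the collagen Col1a1 was at 10.15 in fetal and 10.16 in adult basal cells, and Fbln1 was higher in fetal cells (1.03). Fibroblasts in the adult sort cannot be told apart from expression by basal cells, because stromal cells could also be present in the fetal sort and hide a rise in collagens.

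Leukocyte genes (median -1.502, 7 of 7 genes, adjusted p = 0.041) and endothelial genes (median -1.40, 7 of 7 genes, adjusted p = 0.041) were higher in adult basal cells, with 0 genes of either list called and, adjusted over the list alone, 5 and 4 called. Both calls depend on single arrays: the leukocyte adjusted p was 0.063 without fetal replicate 1, and the endothelial one 0.056 without adult basal replicate 2, 0.075 without adult basal replicate 3 and 0.055 without fetal replicate 2. Cd52 was at 4.07 in fetal cells (well above background on 2 of 3 arrays) and 8.46 in adult basal cells, and Cdh5 at 4.83 and 7.52. Among the adult basal arrays, Tyrobp, Cd52, Lyz2, C1qa and Laptm5 were highest in replicate 3 (Tyrobp 9.64 against 7.82 and 7.16). Coro1a and Ptprc were highest in replicate 2. Epidermis genes did not pass the threshold (median 0.87, adjusted p = 0.15), with Krt10 called (log2 fold change 1.47) and, adjusted over the list alone, 3 genes towards fetal and 1 towards adult basal cells.

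In its discussion the paper predicts that programs described for other fetal stem cells, with Sox17, Ezh2, Lin28 and Hmga2, may operate in fetal mammary cells. Beside Ezh2, Hmga2 was at 8.65 ± 0.16 (SD, n = 3) in fetal and 5.32 ± 0.56 (SD, n = 3) in adult basal cells, a log2 fold change of 3.33 (standard error 0.27) with a Holm-adjusted p of 0.071 by limma, so that it was not called, although it was under 6 alternatives (an adjusted p of 0.025 with the 75th percentile and 0.0026 without adult basal replicate 1), and its log2 fold change was 2.17 after the normexp correction. Its second probe gave 0.72. Sox17 did not differ (log2 fold change -0.32), nor did Lin28a (-0.01), and Lin28b was below the low-signal filter in both populations.

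H19, an imprinted RNA that Table S9 lists but the text does not discuss, was higher in fetal cells on all 6 probes that the array files or Table S9 name so, with log2 fold changes from 4.05 to 7.42, each called in the fit of all probes. A list of 12 further imprinted genes was then written and tested alone. All 12 were higher in fetal cells, with a median of 3.14 and a camera p of 2.3e-07 (1.4e-06 with fry, 0.012 with an estimated correlation, 1.7e-07 with slide as a block). Of these, 10 were called, and 10 adjusted over the list alone. Cdkn1c (log2 fold change 6.00), Dlk1 (4.47), Slc38a4 (4.46, well above background on 1 of 3 adult basal arrays), Meg3 (4.39), Mest (3.65) and Igf2 (2.11) were among them, and Ndn (0.46) and Sgce (0.98) were not called. A shared program of imprinted growth genes that is more active in the fetal cells is a hypothesis from these values. The fibroblast list was lower in the fetal cells (median -0.90, and from -1.09 to -0.61 with 1 array left out, 8 of 9 genes). It did not pass the threshold (adjusted p = 0.059 by camera), and adult basal cells may express its genes themselves. These values therefore cannot decide whether a larger share of stromal cells in the fetal sort is the source. Such a share, fetal stromal cells with little expression of that list, and the stage of development stay open.

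All mice are labelled as female. Of 5 probes for 4 Y-linked genes (Ddx3y, Kdm5d, Eif2s3y and Uty), 0 were well above background on all fetal arrays and 1, a Uty probe, was so on a single fetal array and a single adult basal array. Xist did not differ (log2 fold change -0.40). Male cells in the fetal samples are argued against, and no biological explanation was tested.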
